# Nur77-deficiency in bone marrow-derived macrophages modulates inflammatory responses, extracellular matrix homeostasis, phagocytosis and tolerance

**DOI:** 10.1186/s12864-016-2469-9

**Published:** 2016-03-01

**Authors:** Anouk A. J. Hamers, Carmen Argmann, Perry D. Moerland, Duco S. Koenis, Goran Marinković, Milka Sokolović, Alex F. de Vos, Carlie J. M. de Vries, Claudia M. van Tiel

**Keywords:** Nur77, TR3, NR4A1, Macrophage, Collagen, Inflammation, SDF-1α, Rac1, CX3CR1

## Abstract

**Background:**

The nuclear orphan receptor Nur77 (NR4A1, TR3, or NGFI-B) has been shown to modulate the inflammatory response of macrophages. To further elucidate the role of Nur77 in macrophage physiology, we compared the transcriptome of bone marrow-derived macrophages (BMM) from wild-type (WT) and Nur77-knockout (KO) mice.

**Results:**

In line with previous observations, SDF-1α (CXCL12) was among the most upregulated genes in Nur77-deficient BMM and we demonstrated that Nur77 binds directly to the SDF-1α promoter, resulting in inhibition of SDF-1α expression. The cytokine receptor CX3CR1 was strongly downregulated in Nur77-KO BMM, implying involvement of Nur77 in macrophage tolerance. Ingenuity pathway analyses (IPA) to identify canonical pathways regulation and gene set enrichment analyses (GSEA) revealed a potential role for Nur77 in extracellular matrix homeostasis. Nur77-deficiency increased the collagen content of macrophage extracellular matrix through enhanced expression of several collagen subtypes and diminished matrix metalloproteinase (MMP)-9 activity. IPA upstream regulator analyses discerned the small GTPase Rac1 as a novel regulator of Nur77-mediated gene expression. We identified an inhibitory feedback loop with increased Rac1 activity in Nur77-KO BMM, which may explain the augmented phagocytic activity of these cells. Finally, we predict multiple chronic inflammatory diseases to be influenced by macrophage Nur77 expression. GSEA and IPA associated Nur77 to osteoarthritis, chronic obstructive pulmonary disease, rheumatoid arthritis, psoriasis, and allergic airway inflammatory diseases.

**Conclusions:**

Altogether these data identify Nur77 as a modulator of macrophage function and an interesting target to treat chronic inflammatory disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2469-9) contains supplementary material, which is available to authorized users.

## Background

Nuclear receptor Nur77, also known as NR4A1, TR3 or NGFI-B, is a member of the NR4A receptor subfamily that also comprises Nurr1 (NR4A2, NOT) and NOR-1 (NR4A3, MINOR). Like other nuclear receptors, the NR4As consist of an N-terminal transactivation domain, a central zinc finger DNA binding domain (~94 % homology within the subfamily) and a C-terminal ligand binding domain. Structural analyses revealed that the NR4A receptors lack a classical hydrophobic ligand-binding pocket as a result of hydrophobic residues of amino-acid side chains, and so far no ligands have been identified [1, 2]. Nur77 is therefore referred to as an orphan nuclear receptor and its activity is regulated through gene expression, posttranslational modifications and coregulator interactions, as recently reviewed [3]. Nur77 is a typical early response gene and its induction can be achieved with a plethora of stimuli among which peptide hormones, mitogens, physical stimulation and inflammatory factors. Known transcription factors inducing its expression include cyclic adenosine monophosphate (cAMP) responsive element binding protein (CREB), activator protein 1 (AP-1), NFκB, and myocyte enhancer factor 2 (MEF2). Nur77 can bind as a monomer to the so-called NGFI-B response element (NBRE; AAAGGCTA) in the promoter region of direct target genes. Nur77 and Nurr1 can also form homodimers and heterodimers with retinoid X receptor and bind a DR-5 response element [4]. Furthermore, gene transcription is modulated by Nur77 itself through transrepression of other transcription factors. For example, Nur77 exhibits a direct, inhibitory interaction with the p65 subunit of NFκB [5, 6].

In macrophages, Nur77 is expressed in response to proinflammatory stimuli like prostaglandins, tumor necrosis factor-α (TNFα), lipopolysaccharide (LPS), interferon gamma (IFNγ) and granulocyte-macrophage colony stimulating factor (GM-CSF) [7, 8]. There may exist some discrepancy regarding Nur77’s anti-inflammatory role in macrophage function [7–13]. To elucidate the role of Nur77 in macrophages in more detail, we cultured bone marrow-derived macrophages (BMM) from wild-type (WT) and Nur77-deficient (Nur77-KO) mice, stimulated the cells with LPS and employed, to our knowledge for the first time, a gene expression study in these cells. Our data support functional involvement of Nur77 in (activated) macrophage physiology, by revealing the inhibition of stromal-derived factor (SDF)-1α expression, regulation of Rac1-mediated phagocytosis, extracellular matrix homeostasis and tolerance.

## Results

### Expression profiling reveals that Nur77 modulates inflammatory gene expression in macrophages

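Gene expression was measured on Illumina MouseWG-6 v2 arrays in 18 samples of bone marrow-derived macrophages (BMM) from WT and Nur77-KO mice. The cells were unstimulated, treated with LPS (100 ng/ml, 8 h) or treated with IL-4 (50 ng/ml, 8 h), with 3 arrays in each of the 6 groups. The labels give the unstimulated arrays a time of 0 h. There is no untreated array at 8 h, so a response to a stimulus includes any change over 8 h of culture. The authors' deposited values are a bead intensity and a detection p-value for each of 45281 probes, and the authors' own normalized log2 values. Here the intensities were background-corrected with the detection p-values in place of control probes, quantile-normalized and put on the log2 scale with limma. Probes detected on at least 1 array were kept (23007 probes), and each of 12417 genes is represented by its brightest probe. Group means were fitted over all 18 arrays at once, with limma's moderated test and adjustment of the p-values over all genes, and a gene is called changed at an adjusted p under 0.05. The probe for Nr4a1, the gene that encodes Nur77, was detected on 0 of the 18 arrays, so the loss of its transcript could not be read from these values. Between 11829 and 16283 probes were detected per array. The unstimulated Nur77-KO arrays lay closest to each other (root mean square SD within the group 0.19, against 0.31 in unstimulated WT BMM and 0.38 to 0.43 in the stimulated groups). Because all groups share 1 estimate of each gene's spread, a gene that varies between stimulated arrays has a large standard error (SE) in the unstimulated comparison too. The paper states that a batch of bone marrow came from 3 WT and 3 Nur77-KO mice, but not how batches or mice map to the arrays. It is not known whether the 3 arrays of a group stand for separate mice or for separate cultures, so the p-values measure only the spread between these arrays.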

To understand the function of Nur77 in macrophages, RNA was isolated from BMM isolates derived from Nur77-KO and WT mice and transcriptionally profiled. In these cells 324 genes were differentially expressed in Nur77-KO compared with WT BMM (*p*-value <0.05, absolute fold change ≥1.4), of which 64 % were upregulated and 36 % were downregulated in Nur77-KO compared with WT BMM. 

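Cx3cr1, which encodes the fractalkine receptor, was 5.38-fold lower in unstimulated Nur77-KO BMM (log2 intensity 5.86 ± 0.23, mean ± SD, n = 3 arrays) than in WT BMM (8.29 ± 0.12; log2 fold change -2.43, SE 0.22, limma, adjusted p = 0.000115). Gdf3, a ligand of the TGF-β family, was 3.20-fold lower (8.63 ± 0.14 against 10.31 ± 0.04; SE 0.19, adjusted p = 0.00133). Gfpt1, which encodes the enzyme that starts hexosamine synthesis, was 4.65-fold higher (10.01 ± 0.07 against 7.79 ± 0.29; SE 0.27, adjusted p = 0.00134). The other probes of Gfpt1, which are dim and were detected on 2 and 1 arrays, had log2 fold changes of -0.07 and -0.32. Adam23, which encodes a cell-surface adhesion protein, reached 6.28 ± 0.09 in Nur77-KO BMM and was not detected in WT BMM, a difference of at least 1.71-fold (SE 0.19, adjusted p = 0.00134). H2-Eb1, a chain of MHC class II, and Cd74, the invariant chain that accompanies class II molecules, were lower by log2 fold changes of -1.29 (SE 0.18, adjusted p = 0.00563) and -1.03 (SE 0.17, adjusted p = 0.0257). In all, 13 genes were called, 8 higher and 5 lower in Nur77-KO BMM, and only 5 to 9 when 1 unstimulated array was left out. At the looser thresholds of the paper (unadjusted p under 0.05 and a fold change of at least 1.4) 441 genes passed, 62.6% of them higher. Under median normalization 874 passed, 97.6% of them higher, and 321 to 701 passed when 1 unstimulated array was left out. In the quantile-normalized fit of all arrays 625 genes had an unadjusted p under 0.05 without the fold limit, close to the 621 that chance alone gives. That fit takes its error from the stimulated arrays too: a fit of the 6 unstimulated arrays alone called 271 genes and passed 747 at the thresholds, and gene-wise tests without moderation gave 1502 at an unadjusted p under 0.05 and 90 after adjustment. On simulated changes in data of this size 53.7% of genes shifted by 1 on the log2 scale were called, so further changes of this size may have been missed. The simulated noise was independent between arrays and equal in all groups, which the real arrays are not.

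**Figure D1:**
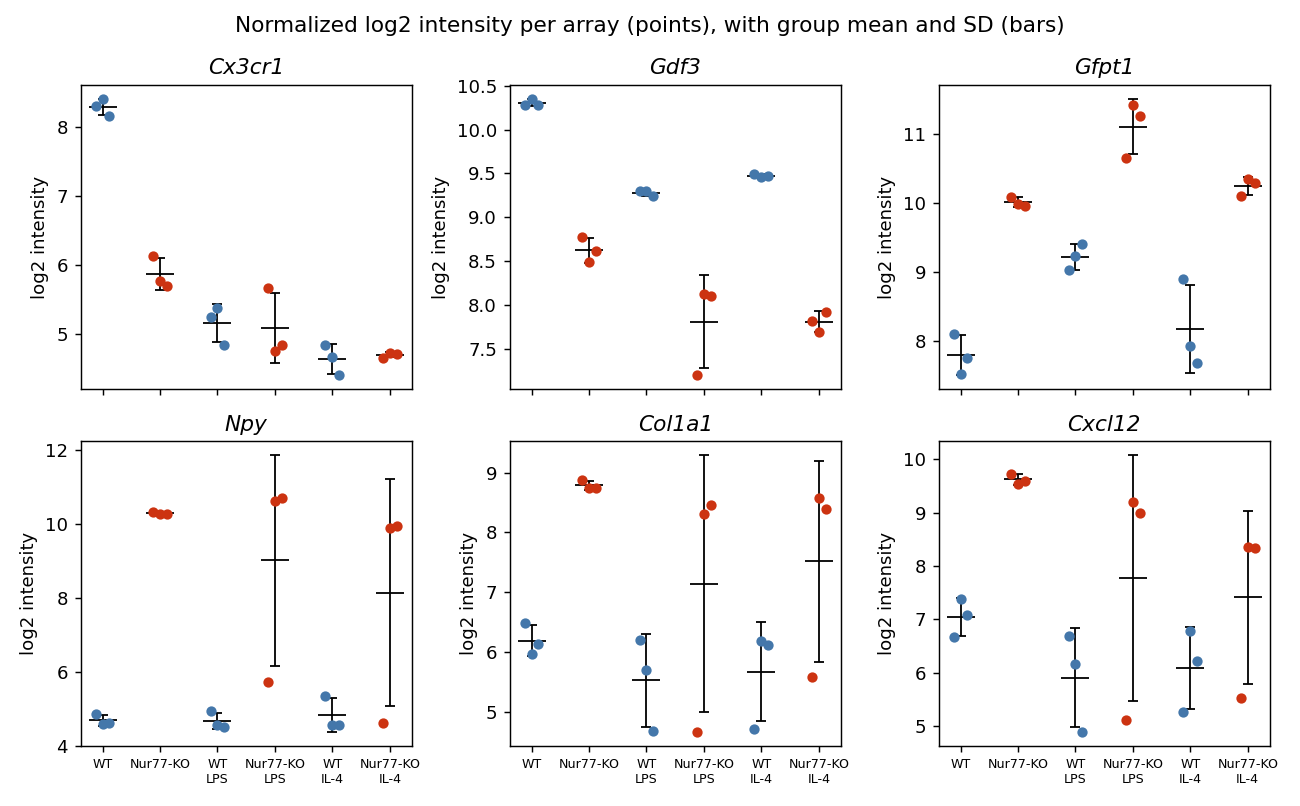
Log2 intensity of Cx3cr1, Gdf3, Gfpt1, Npy, Col1a1 and Cxcl12 on each of the 18 arrays, by genotype and treatment. Each point is 1 array, the bar is the group mean and the error bar the SD of 3 arrays.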

The top 25 up- and downregulated genes are shown in Fig. 1a and listed in Additional file 1: Table S1. These data were verified by qRT-PCR (Additional file 2: Figure S1) for S100 calcium binding protein A9 (S100A9), Neuropeptide Y (NPY) and serine (or cysteine) peptidase inhibitor G1 (Serping1) showing higher expression in Nur77-KO BMM and for FBJ osteosarcoma oncogene (cFos) showing decreased expression. 

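Pou6f1, a POU-domain transcription factor, was at 6.62 ± 0.11 in WT BMM (mean ± SD, n = 3 arrays) and not detected in Nur77-KO BMM, at least 2.39-fold lower (limma, adjusted p = 0.00745). Higher in Nur77-KO BMM were Tmem181a, which encodes a membrane protein (log2 fold change 1.17, SE 0.14, adjusted p = 0.00134), and Gja1, which encodes connexin 43 (1.14, SE 0.20, adjusted p = 0.0402). So were Hyal1, a lysosomal hyaluronidase (1.09, SE 0.18, adjusted p = 0.0232), and Tfrc, the receptor that imports transferrin-bound iron (0.78, SE 0.14, adjusted p = 0.0417). Avpr1a, a vasopressin receptor, and Cygb, which encodes the heme protein cytoglobin, were not detected in WT BMM and were at least 1.82-fold and 1.07-fold higher in Nur77-KO BMM (adjusted p = 0.0417 for both). Gja1, Hyal1, Cd74, Tfrc, Avpr1a and Cygb were called in only 10 to 14 of the settings of the analysis. Of the 50 genes in Table S1, 45 were tested here, 43 had the same direction, 36 passed the paper's thresholds and 6 had an adjusted p under 0.05. The arrays behind both analyses are the same, so this overlap is not independent evidence. All 11 genes of a list of macrophage markers were detected on every unstimulated WT array, among them Adgre1 (F4/80; 13.43 ± 0.04 in Nur77-KO BMM) and Csf1r, the receptor for M-CSF (11.67 ± 0.09). The list's median log2 fold change was -0.22, with 8 genes below 0, but 0.33 under median normalization, which moved the median of all genes by 0.47. Tested with limma camera, which sets the genes of a list against all others, the macrophage markers gave an adjusted p = 0.0186 at a preset correlation between genes and an adjusted p = 0.416 with an estimated correlation.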

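Npy, which encodes neuropeptide Y, was at 10.28 ± 0.04 in unstimulated Nur77-KO BMM (mean ± SD, n = 3 arrays) and not detected in WT BMM, a difference of at least 27.5-fold (SE 1.23, limma, adjusted p = 0.130). S100a9, a subunit of the neutrophil protein calprotectin, had a log2 fold change of 2.94 (9.81 ± 0.17 against 6.87 ± 0.60; SE 0.63, adjusted p = 0.121). Serping1, which encodes the C1 inhibitor of complement, stood at 2.60 (SE 0.94, adjusted p = 0.681). For Fos, which encodes a subunit of the transcription factor AP-1, the log2 fold change was -1.35 (SE 0.38, adjusted p = 0.347). All 4 genes passed the paper's thresholds and had no overlap between the 3 Nur77-KO and the 3 WT arrays, which chance gives for 10% of genes, but none was called. In the stimulated Nur77-KO groups Npy was at 9.88 to 10.7 on 4 arrays. It was at 5.73 on Nur77-KO LPS replicate 1 and 4.61 on Nur77-KO IL-4 replicate 1, against 4.52 to 5.35 on the stimulated WT arrays. The Y-linked Eif2s3y was low on the same 2 arrays (4.53 and 4.59, against 8.91 to 9.68 on the other Nur77-KO arrays). High Npy was thus not a trait of every Nur77-KO culture, and this spread also enters the shared error. When the 6 unstimulated arrays were fitted alone all 4 were called, and S100a9 was also called under median normalization. In the rest of the 21 planned settings none was. Without 4 stimulated arrays that stand apart, those 2 Nur77-KO arrays among them, all 4 genes were called. That choice was made after the values were seen. A list of 13 neutrophil genes had a median log2 fold change of 0.86, with 13 above 0, among them Ltf, which encodes lactoferrin (2.70, SE 0.70), and S100a8, the partner of S100a9 (1.96, SE 0.43). The list passed limma camera at a preset correlation (adjusted p = 6.7e-09) but not with an estimated correlation (adjusted p = 0.218), and 4 of its genes were detected on every unstimulated WT array. Ltf is also in Table S1, so this is not independent evidence.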

We performed Ingenuity pathway downstream effects analysis to visualize the effect of Nur77 deficiency on biological processes and disease. 

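Genes of MHC class II antigen presentation had lower signal in unstimulated Nur77-KO BMM than in WT BMM. Ciita, the transcription factor that switches these genes on, had a log2 fold change of -1.47 (SE 0.53, limma, adjusted p = 0.663), H2-Ab1 of -1.07 (SE 0.21, adjusted p = 0.0751) and H2-Aa of -0.97 (SE 0.37, adjusted p = 0.758). Of the 10 genes on the list 9 were below 0, with a median of -0.81, and 6 were lower when adjusted over the list alone (camera, adjusted p = 5.7e-12 at a preset correlation and adjusted p = 0.0203 with an estimated correlation). Ciita and H2-Ab1 are also in Table S1, so the list test is not independent of the paper's results on these arrays. Cd40, a co-stimulatory receptor (-0.91, SE 0.22, adjusted p = 0.167), and Il1b, which encodes interleukin-1β (-0.85, SE 0.40, adjusted p = 0.977), were not called. A list of 24 NF-κB target and cytokine genes had a median of -0.02, with 11 above 0 and 13 below (camera, adjusted p = 0.244). It stood at 0.27 under median normalization, below the shift of all genes under that scaling, and at -0.23 under cyclic loess. For 24 interferon response genes the median was -0.09 (camera, adjusted p = 0.142), with 0.24 under median normalization, below that shift as well, and -0.33 under cyclic loess. Immediate early genes, which include Fos and Zfp36, a gene for a protein that destabilizes cytokine mRNA (-0.75, SE 0.22, adjusted p = 0.371), had a median of -0.01 in quantile-normalized values and 0.24 under median normalization (17 genes; camera, adjusted p = 0.0527). Among 14 genes of macrophage tolerance 7 were above and 7 below 0 (camera, adjusted p = 0.0771), and Cx3cr1 was the only called gene.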

Our microarray data imply enhanced inflammation in Nur77-KO BMM as inflammatory response, cell-to-cell signaling and interaction, hematological system development, cellular movement and immune cell trafficking are predicted to be activated in these cells compared to WT BMM (Fig. 1b).

**Fig. 1:**
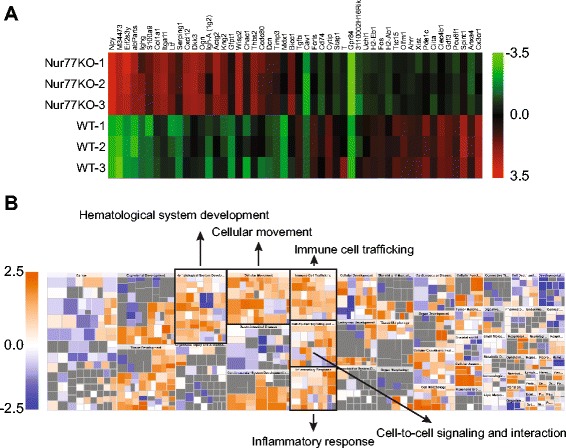
Nur77 modulates inflammatory gene expression in macrophages. **a** Heatmap of the top 25 up- and downregulated genes in Nur77-KO compared with WT BMM. The changes in mRNA abundance in Nur77-KO compared to WT BMM were determined by microarray analysis. The color-coded scale (*green* indicates downregulation and *red* indicates upregulation) for the log_2_-transformed expression values, normalized per gene, is indicated at the right of the figure. **b** Increased and decreased biological functions in Nu77-KO compared to WT BMM identified by IPA downstream effects analysis. The color-coded scale at the left of the figure reflects the direction of change for the function, based on the regulation z-score (*orange* indicates upregulation and *blue* indicates downregulation, *white* represents a z-score of zero and *grey* represents not available). The size of the box reflects the *p*-values (*large box*, small p-value)

### In BMM Nur77 reduces SDF-1α promoter activity

Previously, we have shown that SDF-1α, also known as CXCL12, mRNA expression is increased in Nur77-KO BMM, independent of stimulation and that overexpression of Nur77 in Nur77-KO BMM normalized SDF-1α expression [10]. In the current study, SDF-1α was also present in the top 25 of upregulated genes in Nur77-deficient BMM (Fig. 1 and Table S1).

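Cxcl12, which encodes the chemokine SDF-1α, was at 9.62 ± 0.10 in unstimulated Nur77-KO BMM and 7.04 ± 0.36 in WT BMM (mean ± SD, n = 3 arrays each), a 5.98-fold difference (log2 fold change 2.58, SE 0.91, limma, adjusted p = 0.627). The lowest Nur77-KO array lay above the highest WT array, and the gene passed the paper's thresholds. With LPS the log2 fold change was 1.86 (adjusted p = 0.628) and with IL-4 it was 1.32, and neither was called. The other probes of Cxcl12 gave 1.80, 1.26 and 0.19 in unstimulated cells. The SE is large because Cxcl12 differed widely between replicate arrays of the stimulated groups, with an SD of 2.31 in Nur77-KO BMM and 0.92 in WT BMM treated with LPS. Nur77-KO LPS replicate 1 was at 5.11, within the 4.89 to 6.68 of WT BMM with LPS. Nur77-KO IL-4 replicate 1 was at 5.53, within the 5.26 to 6.78 of WT BMM with IL-4. The other stimulated Nur77-KO arrays were at 8.34 to 9.21, so the increase was not present in every Nur77-KO culture. Of the 21 planned settings a fit of the 6 unstimulated arrays alone called the gene. So did a fit without 4 stimulated arrays that stand apart (limma, adjusted p = 2.4e-05), a choice made after the values were seen. The Nur77-KO arrays without the increase are among those 4.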

Nur77-KO BMM have been shown to exhibit a proinflammatory phenotype after LPS activation involving enhanced expression of multiple cytokines [10, 12]. For many cytokines the enhanced expression in the absence of Nur77 may be explained by the transrepressive interaction between Nur77 and p65 NFκB [5, 6]. Induction of SDF-1α expression, however, involves activation of the non-canonical p52 NFκB pathway [14, 15]. In order to establish the mechanism by which Nur77 represses SDF-1α, we investigated p52 activity, which turned out to be similar in WT and Nur77-KO BMM upon LPS or CD40 activation. These data indicate that the difference in SDF-1α expression due to Nur77 deficiency cannot be explained by changes in the p52 NFκB signaling pathway (Fig. 2a). Subsequently, we analyzed the sequence of the SDF-1α promoter and found one potential NBRE consensus sequence at position -160 bp in the SDF-1α promoter region: ‘AAAGGTC*T*’ in which the last A residue of the consensus sequence is missing (Fig. 2b). Two promoter reporter constructs comprising bp −1023 to +18 and bp −500 to +18 were placed in luciferase reporter plasmids and were tested for activity. The shorter fragment drives higher basal luciferase expression than the longer construct, which may be caused by inhibitory elements in the bp −500 to −1023 region of the promoter. Overexpression of Nur77 resulted in strong inhibition of both reporters. Furthermore, mutation of the potential NBRE (AAAG*AA*CT; dNBRE) reduced this inhibitory activity of Nur77 4–5 fold (Fig. 2b). These data are in line with the data obtained from ChIP experiments revealing that Nur77 interacts with this SDF-1α promoter region (Fig. 2c).

**Fig. 2:**
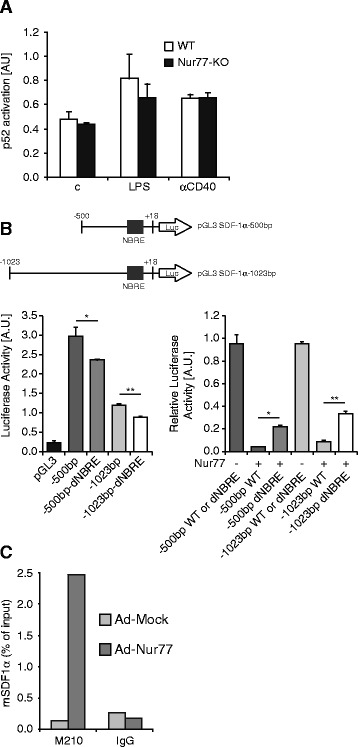
Nur77 represses SDF-1α expression through binding to an NBRE in the SDF-1α promoter. **a** The activation of the non-canonical NFκB pathway was measured in Nur77-KO and WT BMM by determining active p52 levels in the presence of LPS or CD40 activating antibody. **b** Analysis of the SDF-1α promoter region revealed the presence of an NBRE. Mutation analysis showed involvement of this NBRE in Nur77-dependent repression of SDF1α expression as measured by luciferase activity. Data were normalized for transfection efficiency by corresponding Renilla luciferase activity and in the right panel are depicted relative to the luciferase activity in the absence of Nur77. dNBRE, mutation of NBRE. **c** Nur77 binding to the SDF-1α promoter was determined by ChIP analyses using SDF-1α promoter-specific primers and Nur77-specific antibodies (M210) or control IgG in BMM after lentiviral overexpression of Nur77. Data are representative of at least three independent experiments performed in triplicate. Values represent mean ± S.D. *p < 0.05, **p < 0.01

### Nur77 enhances expression of CX3CR1 in BMM

One of the most strongly downregulated genes in Nur77-KO BMM was CX3CR1, which is the receptor for the cytokine CX3CL1, also known as fractalkine. 

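Neither genotype had detectable Cx3cr1 after 8 h of LPS or of IL-4. WT BMM were therefore lower than the unstimulated arrays, at least 5.61-fold with LPS (log2 fold change -3.14, limma, adjusted p = 1.1e-08) and at least 6.83-fold with IL-4 (-3.66). Without an untreated array at 8 h, this fall cannot be told apart from a change over the time in culture. Nur77-KO BMM, which started close to the detection limit, changed by -0.78 with LPS (adjusted p = 0.00985) and -1.17 with IL-4. Both are differences from background values, so the size of the fall in Nur77-KO BMM is not known. The fitted effect of genotype differed between stimulated and unstimulated cells, by 2.36 on the log2 scale for LPS (SE 0.31, adjusted p = 0.0170) and 2.49 for IL-4 (SE 0.31, adjusted p = 0.00839). Neither difference was called under median normalization (adjusted p = 0.877 for LPS and adjusted p = 1.00 for IL-4) or cyclic loess (adjusted p = 0.120 and adjusted p = 0.0889). The LPS difference was also lost with slide as a fixed block, in a fit of only the groups compared, and without any 1 of WT unstimulated replicates 1, 2 and 3, Nur77-KO unstimulated replicates 2 and 3 and WT LPS replicate 1. The IL-4 difference was lost without Nur77-KO unstimulated replicate 3. This difference reflects the detection limit: with no signal in either stimulated group, a remaining effect of genotype could not have been seen. In unstimulated cells Cx3cr1 was called in all 22 settings of the analysis, and the difference held within the slides that carry both genotypes (-2.27 and -2.47).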

CX3CR1 is expressed on a subset of monocytes that in mice are typically Ly6C^lo^. These monocytes are known as patrolling monocytes with a crucial function in endothelial cell maintenance and are lacking in Nur77-KO mice [16]. qPCR confirmed decreased CX3CR1 mRNA expression in Nur77-KO BMM compared to WT cells (Fig. 3a). In line with this observation, Nur77 knockdown in WT BMM showed diminished CX3CR1 expression compared to shCON treated cells (Fig. 3a), whereas Nur77 overexpression in RAW cells resulted in increased CX3CR1 expression (Fig. 3b). Moreover, CX3CR1 protein expression was attenuated in Nur77-KO BMM compared to WT BMM (Fig. 3c). CX3CR1 deficiency in mice results in a decrease of lamina propria macrophages and increased severity of experimental colitis [17]. Since macrophage CX3CR1 plays such an important role in gut tolerance, we also determined its mRNA expression in mouse colon (Fig. 3d) and observed a modest but significant reduction of CX3CR1 expression in Nur77-KO colon lysates, which may indicate a decreased macrophage tolerance possibly making Nur77-KO mice more prone to develop colitis. We have recently investigated the function of Nur77 in inflammatory bowel disease and have shown that deficiency of Nur77 indeed aggravates both DSS- and TNBS-induced colitis [18].

**Fig. 3:**
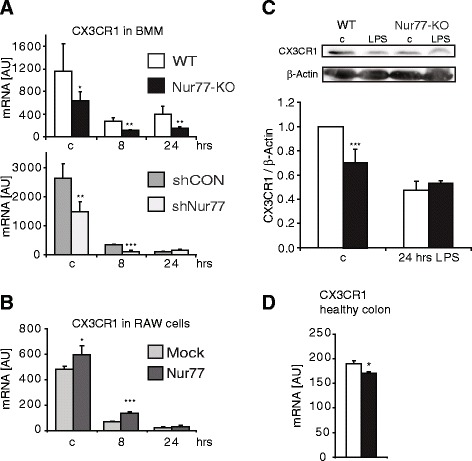
CX3CR1 is downregulated in Nur77-KO BMM and its expression is reduced in colons of Nur77-KO mice. mRNA expression of CX3CR1 was determined by qRT-PCR after treatment with 100 ng/ml LPS for the indicated time points in (**a**) WT and Nur77-KO BMM and in WT BMM transduced with control (shCON) or Nur77 (shNur77) shRNA and (**b**) in RAW cells transfected with control (Mock) or Nur77-encoding plasmids. **c** CX3CR1 protein expression in WT and Nur77-KO BMM after stimulation with 100 ng/ml LPS for 0 h (c) or 24 h. Protein expression was normalized to β-actin expression for quantification. **d** mRNA expression of CX3CR1 in colons of WT and Nur77-KO mice was determined by qRT-PCR. Data are expressed as mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001

### Modulation of extracellular matrix production in BMM by Nur77

To obtain a better understanding of the functional differences between WT and Nur77-KO macrophages, we performed Ingenuity pathway analyses (IPA) to identify canonical pathways with a statistically significant enrichment of differentially expressed genes. The top 25 canonical pathways discriminating WT from Nur77-KO BMM are shown in Fig. 4a and details on the genes regulated in those pathways are presented in Additional file 1: Table S2. 

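Timp3, an inhibitor of metalloproteinases that binds to the matrix, had a 3.88-fold higher mean in unstimulated Nur77-KO BMM (9.11 ± 0.18, mean ± SD, n = 3 arrays) than in WT BMM (7.15 ± 0.02) and was not called (SE 0.77, limma, adjusted p = 0.787). Thbs2, which encodes the matrix glycoprotein thrombospondin-2 (log2 fold change 1.99, SE 1.05), and Sdc2, a heparan sulfate proteoglycan of the cell surface (1.57, SE 0.78), had positive values without being called. The same holds for Hspg2, which encodes perlecan of the basement membrane (1.36, SE 0.72). Of the 11 genes that the paper assigns to the pathway of MMP inhibition, 10 had a positive log2 fold change and 4 passed the paper's thresholds, with a median of 1.25. As a set these genes, with Timp2 and Mmp14 among them, passed limma camera (adjusted p = 6.8e-07 at a preset correlation and adjusted p = 0.0361 with an estimated correlation). The set was chosen by the study for its changes on these same arrays, so this is not independent evidence.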

The top ranking canonical pathway is ‘Inhibition of matrix metalloproteinases’ (MMPs), which comprises 36 genes, 11 of which show changed expression in Nur77-KO BMM compared with WT cells. Interestingly, 13 of the top 25 canonical pathways involve regulation of MMPs, their inhibitors the tissue inhibitor of metalloproteinases (TIMPs) and/or collagens (Additional file 1: Table S2). Additionally, gene set enrichment analysis (GSEA) was performed to identify Biocarta, KEGG, PID or Reactome pathways that are regulated in Nur77-KO BMM compared to WT cells. 

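Ogn, which encodes the small proteoglycan osteoglycin (log2 fold change 2.33, SE 0.71, limma, adjusted p = 0.432), and Lox, an enzyme that crosslinks collagen (1.89, SE 0.98, adjusted p = 1.00), had higher mean values in unstimulated Nur77-KO BMM and were not called. Pcolce, an enhancer of procollagen processing, was not called either (1.64, SE 0.59, adjusted p = 0.663). Sparc, a collagen-binding glycoprotein, stood at 1.57 and Fn1, which encodes fibronectin, at 1.01. On a list of matrix genes other than collagens, 27 of 29 were above 0, with a median of 0.93 (camera, adjusted p = 8.2e-08 at a preset correlation and adjusted p = 0.314 with an estimated correlation). Of these genes 19 were detected on every unstimulated WT array. The median turned to -0.79 with the Y-linked genes as a covariate (camera, adjusted p = 0.000405). Over the 9 Nur77-KO arrays the Y-linked and stromal values, with group means removed, correlated at r = 0.994. The covariate therefore removes the stromal signal along with sex, and its result cannot tell the 2 apart. Among the gene sets that the paper lists, collagen formation had 18 of 18 tested genes above 0 (21 listed, median 1.07, adjusted p = 0.0720 with an estimated correlation) and extracellular matrix organization 24 of 24 (27 listed, median 0.87, adjusted p = 0.0720). For the syndecan 1 pathway it was 15 of 15 (17 listed, adjusted p = 0.0445) and for ECM receptor interaction 19 of 19 (20 listed, median 1.01, adjusted p = 0.0672). These sets share many collagens and were picked on the same arrays, so they are not independent evidence. The values of these genes move together across arrays, which is why the tests with an estimated correlation are much weaker than those with the preset correlation of 0.01.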

Of the top 20 enriched gene sets, 12 are related to extracellular matrix interactions (Additional file 1: Table S3), involving collagens. Subsequently, the expression of all genes encoding proteins belonging to MMP, TIMP or collagen families was summarized in a Volcano plot (Fig. 4b), revealing that MMP7 expression was reduced in Nur77-KO BMM (0.6 fold, *p* = 0.04), whereas the expression of MMP2 (2.4-fold, *p* = 0.08), MMP9 (1.6-fold, *p* = 0.09), MMP14 (1.5-fold, *p* = 0.08), MMP23 (2.6-fold, *p* = 0.04), TIMP2 (1.4-fold, *p* = 0.08) and TIMP3 (4-fold, *p* = 0.03) was increased or showing a trend towards increased expression. 

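Mmp23 was at 7.62 ± 0.05 in unstimulated Nur77-KO BMM and 6.32 ± 0.33 in WT BMM (mean ± SD, n = 3 arrays each; log2 fold change 1.30, SE 0.54, limma, adjusted p = 0.851). Mmp2, which encodes gelatinase A, was at 9.01 ± 0.07 against 7.76 ± 0.13 (SE 0.64, adjusted p = 0.992), and Mmp9, which encodes gelatinase B, at 8.65 ± 0.09 against 8.01 ± 0.23 (SE 0.29, adjusted p = 0.977). The membrane-bound Mmp14 had a log2 fold change of 0.53 (SE 0.23, adjusted p = 0.894). Mmp7, which encodes matrilysin, was detected on 1 WT array and on no Nur77-KO array (-0.57, adjusted p = 1.00), so no fold change can be given for it. Among the inhibitors, Timp1 stood at 0.96 (SE 1.24, adjusted p = 1.00) and Timp2 at 0.47 (SE 0.17, adjusted p = 0.691), and Timp4 was detected on no unstimulated array (-0.27, between background values). None of these genes was called in the fit of all arrays. A fit of the 6 unstimulated arrays alone called Mmp2, Mmp23 and Timp1, and not Mmp7, Mmp9, Mmp14 or Timp2. The 4 TIMP genes had a median of 0.71, and 2 were higher when adjusted over the list alone (camera, adjusted p = 0.0527 at a preset correlation). The 16 MMP genes had a median of 0.16, with 10 above 0 (adjusted p = 0.0852).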

MMPs and TIMPs are crucial regulators of extracellular matrix composition and macrophages have been shown to produce collagens [19–21]. 

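Col1a1, the α1 chain of type I collagen, had a 6.06-fold higher mean in unstimulated Nur77-KO BMM (8.79 ± 0.08, mean ± SD, n = 3 arrays) than in WT BMM (6.19 ± 0.26) and was not called (SE 0.87, limma, adjusted p = 0.552). A fit of the 6 unstimulated arrays alone did call Col1a1. Col1a2, the other chain of type I collagen, and Col3a1, the chain of type III collagen, had log2 fold changes of 1.44 (SE 0.59, adjusted p = 0.844) and 1.29 (SE 0.43, adjusted p = 0.552). Col6a2, a chain of the microfibrillar type VI collagen, was at 5.92 ± 0.30 and not detected in WT BMM, at least 1.34-fold higher (SE 0.36, adjusted p = 0.980). Over 26 collagen genes the median was 0.29, with 19 above 0 and 0 called, though 3 passed the paper's thresholds (camera, adjusted p = 0.00686 at a preset correlation and adjusted p = 0.314 with an estimated correlation). Of the 26, 9 were detected on every unstimulated WT array and 8 on none, against 12 on every unstimulated Nur77-KO array. The median turned to -0.25 with the Y-linked genes as a covariate (camera, adjusted p = 0.0102). That covariate nearly equals the stromal signal on the Nur77-KO arrays, so the turn does not single out sex. With slide as a fixed block the median of the collagens was 0.18 (camera, adjusted p = 0.0700). Markers of stromal cells showed the same direction: Itga11, a collagen receptor of fibroblasts (2.65, SE 0.69, adjusted p = 0.243), Ccn5 (2.31, SE 0.58, adjusted p = 0.233), and Dcn, which encodes decorin (1.97, SE 1.08). The median of 18 such markers was 0.77, with 15 above 0 (camera, adjusted p = 3.5e-05 at a preset correlation and adjusted p = 0.314 with an estimated correlation), and 9 of the 18 were detected on every unstimulated WT array. Itga11, Ccn5 and Dcn are also in Table S1, so this list is not independent of the paper's results on these arrays. With group means removed, the mean of the stromal markers and that of the collagens went together over the 18 arrays (Pearson r = 0.993, Spearman rho = 0.983, permutation p = 1e-05 each, the smallest that 100000 permutations can give). The correlation was r = 0.984 without Col1a1, Col1a2 and Col3a1, r = 0.986 without the 2 farthest arrays and r = 0.688 (rho = 0.530, permutation p = 0.006) without 4 stimulated arrays that stand apart. With group means removed, an array far below its group pushes the others of the group above 0, so the values are not independent. The permutations treat them as independent, and their p-values overstate the evidence. On the same arrays the Y-linked Eif2s3y was at 9.05 to 9.68 in unstimulated Nur77-KO BMM and at 4.45 to 4.76 in all WT groups, and the female-specific Xist had a log2 fold change of -1.31. Xist was still at 9.54 to 9.89 on those Nur77-KO arrays, against 10.71 to 11.23 on the WT arrays, so the contrast is not one of male against female cells alone.

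**Figure D2:**
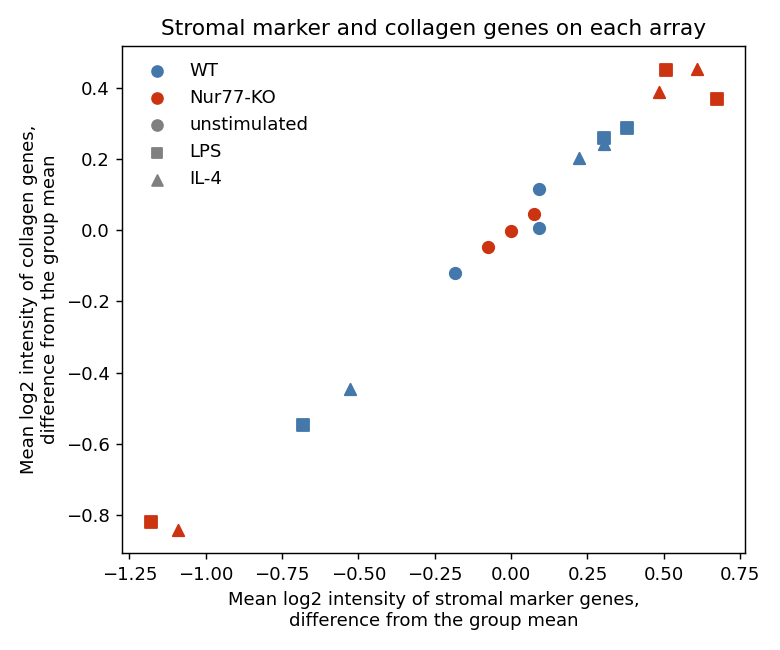
Mean log2 intensity of the stromal markers and of the collagens on each of the 18 arrays, after removal of the group means. Each point is 1 array.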

The expression of several collagen subtypes (Col1a1, Col6a2 and Col12a1; 6-fold, 1.8-fold and 3.3-fold, respectively; *p* < 0.05) was significantly increased in Nur77-deficient BMM. Total MMP activity in protein lysates from Nur77-KO and WT BMM was determined by zymography, and as shown in Fig. 4c, both under control conditions as well as after LPS stimulation, especially MMP9 (92kD), was significantly lower in Nur77-KO BMM compared to WT cells. The balance between MMP- and TIMP activity and collagen synthesis eventually determines the net collagen content of the extracellular matrix. Because each of these aspects was changed in Nur77-KO BMM, the collagen content of BMM was subsequently measured and was significantly higher in Nur77-KO BMM both before and after LPS stimulation (Fig. 4d) compared to WT BMM. These data clearly reveal involvement of Nur77 in extracellular matrix composition, unexpectedly indicating that Nur77 reduces collagen content of BMM matrix.

**Fig. 4:**
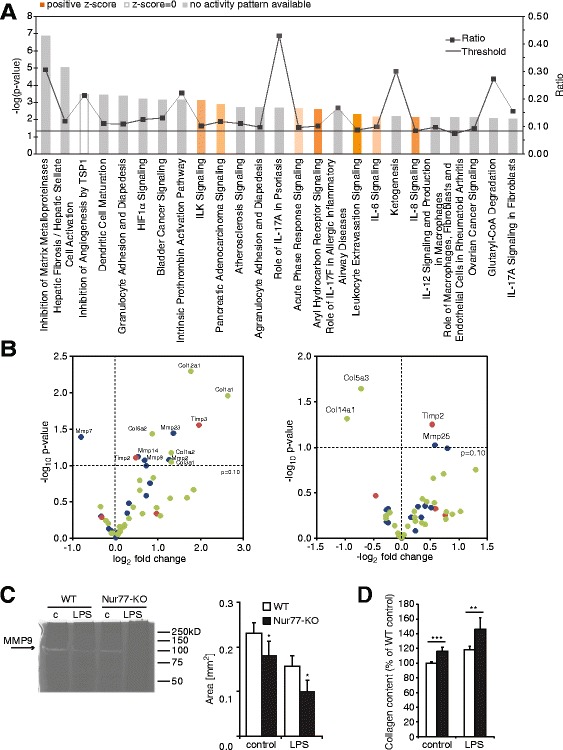
Nur77 deficiency results in decreased MMP activity and enhanced collagen content. **a** The top 25 canonical pathways associated with differentially expressed genes comparing Nur77-KO with WT BMMs were identified by IPA. The line graph represents the ratio of differentially expressed genes from the dataset to the genes present in each canonical pathway. The pathways are ranked from highest to lowest degree of association between genes from the data set with the pathways by the *p*-value, calculated by a right tailed Fisher Exact Test. The bar graph represents the -log(*p*-value) and the threshold represents *p* = 0.05. **b** The -log10 p-values of the MMPs (*blue*), TIMPs (*red*) and collagens (*green*) were plotted against their corresponding log2 fold changes (Nur77-KO vs WT) in unstimulated (*left panel*) and LPS stimulated (*right panel*) BMM. **c** MMP activity in BMM lysates derived from WT and Nur77-KO mice was determined by zymography and MMP9 activity was quantified (*right panel*). c, control; LPS, 24 h stimulation with 100 ng/ml LPS. **d** Collagen content measured in WT and Nur77-KO BMM stimulated for 24 h with 100 ng/ml LPS. *p < 0.05, **p < 0.01, ***p < 0.001

### Disease pathways

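Hp, which encodes the hemoglobin-binding plasma protein haptoglobin, had a log2 fold change of 1.49 in unstimulated Nur77-KO BMM against WT BMM (7.39 ± 0.10 against 5.90 ± 0.45, mean ± SD, n = 3 arrays each; SE 0.46, limma, adjusted p = 0.438). Igf2, a fetal growth factor that was not detected in WT BMM, was higher by at least 0.26 on the log2 scale (SE 0.16, adjusted p = 0.187) and Vegfa, an angiogenic factor, at 0.39 (SE 0.17, adjusted p = 0.918). These genes recur in the disease sets of Table 1, together with Npy, Cxcl12 and the collagens. For type 1 diabetes 13 of 13 tested genes (14 listed) were above 0, with a median of 0.57, and 4 were higher when adjusted over the list alone (camera, adjusted p = 0.0175 with an estimated correlation). For diabetic nephropathies 11 of 11 (12 listed) were above 0, with a median of 0.64 (adjusted p = 0.00302), and for systemic scleroderma the 5 tested of 6 listed genes, Sparc, Col1a2 and Fn1 among them, had a median of 1.05 (adjusted p = 0.0445). No member was called by itself, and the sets consist of the genes that led the enrichment on these same arrays, so their direction is not independent evidence.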

To link gene sets that are upregulated in Nur77-KO BMM compared to WT cells with human disease pathways, we performed GSEA (Table 1). Several of these diseases are already known to be associated with Nur77, namely vascular disease (carotid artery disease and coronary disease), cancer (hematologic neoplasms, hepatocellular carcinoma), metabolism (glucose intolerance and diabetic nephropathies, angiopathies and retinopathy) and kidney ischemia reperfusion injury [10, 22–28]. Westbrook et al. [29] have shown that Nur77-deficient rats on a kidney injury-susceptible genetic background exhibited decreased renal function and attenuated kidney injury, which was rescued by bone marrow transplanted from control animals, suggesting a strong immune cell or even macrophage mediation. Furthermore, proteinuria was reported in Nur77-KO rats, which correlates with the current GSEA analysis predicting proteinuria. However, we did not find a difference in urine total protein or albumin levels between healthy WT and Nur77-KO mice, which of course may be different in kidney disease models (data not shown). In addition, our GSEA indicated that Nur77 may functionally be involved in systemic scleroderma; this is characterized by thickening of the skin caused by accumulation of collagen. Palumbo-Zerr et al. have recently shown that loss of Nur77 exacerbates fibrosis in multiple models of skin fibrosis [30], which is in line with the increased collagen production we observed in Nur77-KO BMM. GSEA indicated that Nur77 may also functionally be involved with macular degeneration, chronic obstructive pulmonary disease and osteoarthritis. 

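C2, which encodes complement component 2, was at 6.56 ± 0.05 in unstimulated Nur77-KO BMM and detected on 1 of the 3 WT arrays (5.15 ± 0.29, mean ± SD, n = 3 arrays each; SE 0.37, limma, adjusted p = 0.241), so its fold change is not well fixed. Htra1, a secreted serine protease, had a log2 fold change of 0.95 (SE 0.24, adjusted p = 0.233), and Gstm1, a glutathione transferase that detoxifies electrophiles, of 0.51 (SE 0.19, adjusted p = 0.734). Ccn4, a secreted matricellular protein of bone and cartilage, stood at 1.26 (SE 0.59, adjusted p = 0.977). The genes that the paper lists had a median of 0.64 for macular degeneration (5 tested of 6, adjusted p = 0.00302 by camera with an estimated correlation), 0.51 for chronic obstructive pulmonary disease (7 tested of 8, 7 above 0, adjusted p = 0.00528) and 1.25 for osteoarthritis (5 tested of 6, adjusted p = 0.0445). Chosen on the same arrays, these sets are not independent evidence, and no member was called.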

The latter corresponds with the IPA revealing several rheumatoid arthritis signaling pathways to be effected (Fig. 4a and Additional file 1: Table S2).

**Table 1:** Top 20 human disease pathway gene sets identified with GSEA that are upregulated in Nur77-KO vs WT BMM

Human disease pathways	NES	*p*-value	Adjusted *p*-value	Molecules contributing to the pathway
Birth weight	2.060	0.002	0.007	NPY,H19,SERPINH1,GHR,IGF2
Diabetes mellitus type 1	1.993	<0.001	0.015	NPY,CXCL12,DCN,HP,CALD1,IGF2,TAF5L, RAGE,VWF,CBLB,ENPP1,VEGFA,AGER,VDR, SOD3
Proteinuria	1.856	<0.001	0.090	NPY,DCN,HP,ADM,RAGE,ENPP1,VEGFA,AGER
Diabetic nephropathies	1.854	0.002	0.068	DCN,HP,CCL5,MPO,CALD1,MMP9,ADM,RAGE,VWF,ENPP1,VEGFA,AGER,APOE
Pulmonary disease, chronic obstructive	1.852	0.007	0.057	COL1A1,MPO,SERPINE2,MMP9,GSTM1,TIMP2,VDR, SOD3
Carotid artery diseases	1.840	0.003	0.054	NPY,CXCL12,MMP3,MMP9
Coronary disease	1.826	0.003	0.058	NPY,PDGFRA,VLDLR,HP,COL3A1,MMP2, CDKN2B,CDKN2A,F7,MMP3,MMP9,F2R, HMGCR,VWF,ENPP1,VEGFA,APOE,VDR,LDLR,ESR1,SCARB1
Macular degeneration	1.818	<0.001	0.056	C2,HTRA1,MMP9,VEGFA,APOE,ERCC6
Fracture bone	1.804	0.004	0.058	COL1A1,COL1A2,TNFRSF11B,MMP9
Diabetic angiopathies	1.798	0.007	0.056	NPY,HP,F7,VWF,VEGFA,AGER
Diabetic retinopathy	1.791	0.009	0.055	NPY,RAGE,VEGFA,AGER
Scleroderma systemic	1.789	0.012	0.052	SPARC,FBN1,COL1A2,CCL5,FN1,IL1A
Glucose intolerance	1.789	0.011	0.048	NPY,GHR
Carcinoma ductal breast	1.788	0.005	0.045	MMP2,MMP9,ATM,VEGFA
Osteoarthritis	1.766	0.004	0.055	COL1A1,WISP1,MMP2,ENPP1,VDR,COL2A1
Carcinoma hepatocellular	1.736	0.011	0.072	HP,TFRC,F7,IGF2,HMGCR,APC,GSTM1
Osteoporosis, postmenopausal	1.724	0.012	0.078	COL1A1,TNFRSF11B,PLXNA2,VDR,ESR1, CALCA
Hematologic neoplasms	1.683	0.021	0.116	CXCL12,HPSE,GSTM1
Cognition disorders	1.678	0.019	0.117	VLDLR,MPO,BCHE,HMGCR,APOE,PRNP,DRD4, DTNBP1,CPOX
Angina, unstable	1.672	0.017	0.118	COL3A1,F7,MMP3,TAF1

*NES* Normalized enrichment score

### Upstream regulators

IPA Upstream Regulator Analysis was used to identify proteins that may be responsible for gene expression changes observed in our dataset. IPA predicts which upstream regulators are activated or inhibited to explain the upregulated and downregulated genes observed in the dataset. Knowledge of this regulatory cascade may indicate novel pathways that elucidate (part of) the observed gene expression changes in our dataset. 

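Among targets of ATF4, the transcription factor of the amino acid response, Chac1, which degrades glutathione, had a log2 fold change of 2.07 in unstimulated Nur77-KO BMM (SE 1.10, limma, adjusted p = 1.00). Vldlr, a lipoprotein receptor, had one of 1.50 (SE 0.63, adjusted p = 0.857) and Aldh1l2, an enzyme of mitochondrial folate metabolism, of 1.04 (SE 0.33, adjusted p = 0.505). Of 21 ATF4 targets 18 were above 0, with a median of 0.31 (camera, adjusted p = 0.00146 at a preset correlation and adjusted p = 0.314 with an estimated correlation). Cholesterol synthesis genes, with Sqle, which encodes squalene epoxidase, at 0.65 (SE 0.39), had a median of 0.41, with 16 of 18 above 0 (adjusted p = 0.000217 and adjusted p = 0.314). The medians of the ATF4 and cholesterol lists both turned negative with the Y-linked genes as a covariate. That covariate nearly equals the stromal signal on the Nur77-KO arrays, so the turn does not single out sex. Genes of the lysosome that TFEB controls passed both forms of the test: 18 of 22 were above 0, with a median of 0.22 (adjusted p = 0.000217 at a preset correlation and adjusted p = 0.0203 with an estimated correlation). Among them were Rragd, a GTPase that ties lysosomes to mTORC1 (0.77, SE 0.18, adjusted p = 0.157), and Gla, which encodes α-galactosidase A (0.63, SE 0.24, adjusted p = 0.734). Targets of HIF-1α had a median of 0.11, with 13 of 18 above 0 (adjusted p = 0.0849). For 13 p53 targets, with Cdkn1a, a cell cycle inhibitor, at -0.10, the median was -0.08 here and 0.53 under median normalization (adjusted p = 0.765). For 21 cell cycle genes it was -0.18 here and 0.44 under median normalization (camera, adjusted p = 0.142). That scaling moved the median of all genes by 0.47, and the p53 and cell cycle values under it lie close to this shift. Of the Nur77 family Nr4a3 was detected on 0 arrays and Nr4a2 on 6, all of them stimulated, so neither can be compared in unstimulated cells. These lists were written from general knowledge and are not the target sets of the pathway software, so they test neighbouring questions. The paper named ATF4, TFEB, HIF-1α and p53 as regulators from these same arrays, so tests of their lists are not independent evidence.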

IPA upstream regulator analysis identified 22 upstream regulators that are activated in Nur77-KO BMM and nine inhibited factors, among which Nur77 (NR4A1). Six of the upstream regulators, besides Nur77 itself, have been described to interact with Nur77; NOR1, SMARCA2, SMARCA4, TP53, HIF-1α, and β-catenin (CTNNB1), resulting in altered signaling [31] (Additional file 1: Table S4, Fig. 5a). In addition to transcription factors, also kinases and enzymes are among the predicted upstream regulators. Our analysis revealed Rac1 as an activated upstream regulator possibly regulating Nur77-mediated changes in gene expression. 

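The transcript of Rac1, a GTPase that drives membrane ruffling and phagocytosis, was at a similar level in both genotypes, at 8.12 ± 0.09 in unstimulated Nur77-KO BMM and 8.17 ± 0.16 in WT BMM (mean ± SD, n = 3 arrays each; log2 fold change -0.05, SE 0.14, limma, adjusted p = 1.00). Under median normalization the log2 fold change was 0.61, but that scaling moved the median of all genes by 0.47. Vav1, an exchange factor that activates Rac, stood at 0.02 (SE 0.17), and Dock1, another exchange factor, at 0.58 (SE 0.38, adjusted p = 1.00). Of 24 genes in the Rac network 13 were above 0, with a median of 0.02 (camera, adjusted p = 0.753). Fcgr1 and Fcgr3, receptors for IgG-coated particles, had log2 fold changes of -0.22 (SE 0.33) and -0.08 (SE 0.17), and Mertk, a receptor for dying cells, of 0.43 (SE 0.21, adjusted p = 0.984). Itgam, the α chain of complement receptor 3 (-0.65, SE 0.16, adjusted p = 0.233), and Cd14, a co-receptor for LPS (-0.94, SE 0.34, adjusted p = 0.681), had negative values. The list of 24 phagocytosis genes had a median of 0.00 in quantile-normalized values and -0.02 under cyclic loess (camera, adjusted p = 0.379). RNA levels do not report the GTP loading of Rac1, so these values bear on its expression and not on its activity.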

We therefore measured the levels of active Rac1 in Nur77-KO and WT BMM and observed that only Nur77-KO BMM contain active Rac1, which is completely inhibited by Rac1 inhibitor, whereas WT BMM show no basal Rac1 activity (Fig. 5b), indicating that Nur77 is involved in a negative feedback loop with Rac1. Since Rac1 is highly involved in cell motility and cytoskeleton movements in phagocytosis [32–34], we subsequently tested the Fcγ receptor-mediated phagocytosis capacity of Nur77-KO and WT BMM. As is shown in Fig. 5c, the phagocytosis index of Nur77-KO BMM regarding uropathogenic *E. coli* was almost 2-fold higher compared to WT cells. In addition to being involved in phagocytosis, Rac1 is known to inhibit MMP9 expression [35] correlating with our findings that MMP9 activity is lower in Nur77-KO BMM (Fig. 4c).

**Fig. 5:**
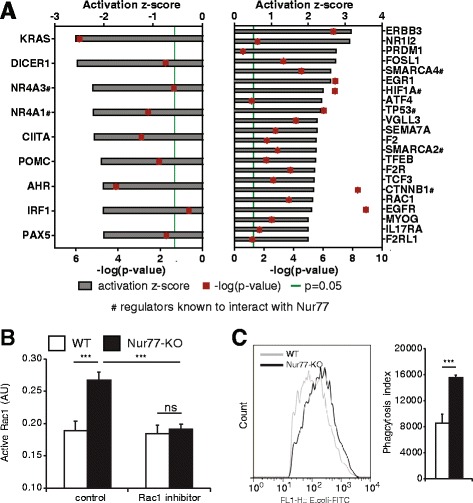
Rac1 is an upstream regulator activated in Nur77-KO BMM resulting in enhanced phagocytosis in these cells. **a** Upstream regulators in Nur77-KO compared to WT BMM identified by IPA upstream regulator analysis. The bias-corrected z-score and the *p*-value were calculated as described in Additional file 1: Table S4. **b** Active Rac1 levels were determined in the presence and absence of the Rac1 inhibitor 553502. **c** Phagocytosis of FITC-labeled uropathogenic *E. coli* bacteria by WT and Nur77-KO BMM was measured by flow cytometry and the phagocytosis index was calculated as the percentage of cells with internalized bacteria times the mean fluorescence intensity. Data are expressed as mean ± S.D. ns, not significant, ***p < 0.001

## Discussion

In the current study we performed a transcriptome analysis to explore the function of Nur77 in macrophage function in addition to its known role in modulation of inflammatory responses [10, 12]. The obtained data uncovered involvement of Nur77 in extracellular matrix modulation, macrophage tolerance and inhibition of phagocytosis (schematically summarized in Fig. 6) and insight in its potential function in several diseases.

**Fig. 6:**
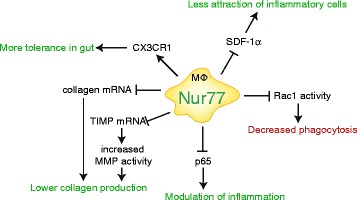
Role of Nur77 in macrophages. Nur77 modulates the inflammatory state of macrophages through multiple mechanisms, decreases collagen production by lowering TIMP1-3 and collagen mRNA expression, and lowers Rac1 activity resulting in decreased phagocytosis capacity. Green indicates a protective effect and red depicts a negative effect of Nur77 expression

In line with our previous observations, CXCL12/SDF-1α expression was higher in Nur77-KO BMM than in WT cells. Even though Nur77 transrepresses NFκB p65, Nur77 did not affect NFκB p52 activity. Rather, direct binding of Nur77 to the SDF-1α promoter was shown to be crucial to inhibit expression of this gene. It was unexpected to detect diminished MMP9 activity, increased TIMP1-3 gene expression and enhanced expression of several collagen subtypes, among which Col1a1, present in the list of top-25 regulated genes, Col6a1 and Col12a1. 

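Col6a1, the α1 chain of type VI collagen, was at 9.79 ± 0.12 in unstimulated Nur77-KO BMM and 8.03 ± 0.28 in WT BMM (mean ± SD, n = 3 arrays each), a log2 fold change of 1.76 with an SE of 1.38 (limma, adjusted p = 1.00). The SE of Col6a1 comes from arrays of other groups: its SD was 2.62 in Nur77-KO BMM treated with LPS and 2.10 in WT BMM treated with IL-4. Timp1, which was at 12.41 and 11.45 in the unstimulated groups, had an SD of 2.10 in Nur77-KO BMM treated with LPS. Not every stimulated Nur77-KO array had high collagens. Their mean was 5.36 on Nur77-KO LPS replicate 1, against 5.35 to 6.18 in WT BMM with LPS. On Nur77-KO IL-4 replicate 1 it was 5.15, against 5.19 to 5.87 in WT BMM with IL-4. In a fit of the 6 unstimulated arrays alone Col6a1, Col1a1, Timp1, Timp3 and Mmp2 were called and Timp2 and Mmp9 were not. All 7 were called without 4 stimulated arrays that stand apart, a choice made after the values were seen. From higher TIMP and collagen transcripts on these arrays, together with zymography and a collagen measurement that are not analysed here, the paper concludes that Nur77 reduces the collagen content of the matrix that BMM make. Within the slides that hold both genotypes the median difference of the collagens was 0.35 on each of 2 slides, and that of Col1a1 was 2.92 and 2.61.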

Of note, Wang et al. [36] recently demonstrated that Nur77 augments MMP9 expression in colorectal cancer cells promoting invasion and metastasis of colorectal cancer. Corresponding with these observations, Nur77-KO BMM were shown to synthesize more collagen in their subcellular matrix compared to WT macrophages. This aspect of macrophages is relevant to wound healing, however, wound closure is normal in Nur77-KO mice [37]. Wound healing is a complex process involving multiple cell types, which may explain why overexpression of a dominant-negative variant of Nur77 in endothelial cells disturbs normal wound healing. In a similar way, Nur77 may need to be studied in more detail in macrophages during wound healing.

The most strongly downregulated gene in the absence of Nur77 was CX3CR1, which is especially expressed on colon lamina propria macrophages that sample antigen from the intestinal lumen [38]. CX3CR1^high^ macrophages produce IL-10, contributing to the maintenance and local expansion of protective regulatory T cells in the gut [39]. CX3CR1 expression was not only decreased in Nur77-KO BMM, but also in colon samples of these mice compared to WT colon. Previously, we have shown that IL-10 production by Nur77-KO BMM is lower compared to WT BMM [10]. Together, these data indicate a role for Nur77 in macrophage tolerance towards host bacteria in the gut and recently we have shown that dysregulation of Nur77 expression indeed leads to enhanced development of inflammatory bowel disease [18]. In the IPA upstream regulator analysis, we found the small GTPase Rac1 as an intriguing, unknown regulator of Nur77-mediated gene expression, which by itself is regulated by Nur77-deficiency. Rac1 is critically involved in cytoskeletal rearrangements [40, 41] and thus important in cell motility. In macrophages, it predominantly regulates Fcγ receptor-mediated phagocytosis [33, 34], cell fusion [42] and migration [43]. We found increased Rac1 activity upon Nur77 deficiency in BMM and a drastic increase in phagocytic capacity of Nur77-KO BMM in an *E.coli* opsonization model. These data strongly support our previous finding that Nur77-KO mice show a better initial clearance of bacteria during *E.coli*-induced peritonitis [11]. 

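With LPS Gfpt1 was 3.70-fold higher in Nur77-KO BMM (11.11 ± 0.40 against 9.22 ± 0.19, mean ± SD, n = 3 arrays each; limma, adjusted p = 0.00770). Rragd, a GTPase of the lysosome surface, reached 6.63 ± 0.23 and was not detected in WT BMM, at least 1.77-fold higher (SE 0.18, adjusted p = 0.00286). Il6ra, the α chain of the interleukin-6 receptor, was 2.79-fold lower (5.64 ± 0.28 against 7.12 ± 0.38; SE 0.24, adjusted p = 0.0176). Il19, a cytokine of the IL-10 family, was lower by a log2 fold change of -2.14 (6.63 ± 0.22 against 8.78 ± 1.29; SE 0.41, adjusted p = 0.0433). Il10, an anti-inflammatory cytokine, was at 8.59 ± 0.28 in Nur77-KO and 9.67 ± 0.46 in WT BMM and was not called (SE 0.32, adjusted p = 0.261). The other called genes with the largest changes were R3hcc1 (1.54), which was higher, and Urah (-1.71), Gdf3 (-1.47) and Bco2 (-1.37), which were lower. Gm26588, Gpr83 and Pdpr were not detected in WT BMM and were at least 4.39-fold, 1.50-fold and 1.47-fold higher, and Pou6f1, not detected in Nur77-KO BMM, was at least 1.55-fold lower. In total 24 genes were called, 13 higher and 11 lower, and 777 passed the paper's thresholds. On simulated changes, with noise equal in all groups, 52.2% of genes shifted by 1 on the log2 scale were called in this comparison. In a fit of the 6 LPS arrays alone 0 genes were called and 574 passed those thresholds, so the 24 rest on the spread estimated over all groups. Without Nur77-KO LPS replicate 1 the counts were 156 and 1205, and without 4 stimulated arrays that stand apart, a choice made after the values were seen, 665 and 1527. The number called fell to 9 without Nur77-KO LPS replicate 3, 12 without Nur77-KO LPS replicate 2 and 14 without WT LPS replicate 1. Table S5 lists 50 genes, of which 44 were tested, 42 had the same direction and 31 passed the thresholds on the same arrays. Against the unstimulated arrays, which are not time-matched, the response to LPS was large in both genotypes. Il1b rose 623-fold in WT and 928-fold in Nur77-KO BMM (limma, adjusted p = 4.2e-11 and adjusted p = 2.0e-11). Cxcl10, an interferon-induced chemokine, rose 589-fold in WT BMM. WT BMM changed 4954 genes and Nur77-KO BMM 4703, with 3933 called in the same direction in both and 3 in opposite directions. The log2 fold changes correlated at r = 0.945 across genes, which are not independent replicates. In a test of the difference between the responses 2 genes were called, Cx3cr1 and Irs1, an adaptor of the insulin receptor (SE 0.22, adjusted p = 0.0483; not detected in WT BMM with LPS). Neither is secure: 0 genes were called under median normalization, with slide as a fixed block and in 6 of the fits that leave out 1 array, and Irs1 was called in 7 of 28 settings. Without Nur77-KO LPS replicate 1 the test called 12 genes, and without those 4 arrays 82. Of 100 splits of the arrays, the real one among them, 5 called at least 2 genes, and 561 genes had an unadjusted p under 0.05, fewer than chance alone gives. The paper states that Nur77 deficiency has a limited effect on LPS-induced expression. A list of 24 NF-κB target and cytokine genes had a median effect of genotype of -0.04 with LPS (camera, adjusted p = 0.469), and the 24 interferon response genes of 0.06 here and -0.01 under cyclic loess (adjusted p = 0.506).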

The latter study showed that the responsiveness of peritoneal macrophages to *E. coli* was only mildly affected by Nur77-deficiency, which is in line with our microarray data that reveal a limited effect of Nur77-deficiency on LPS-induced changes in gene expression (Additional file 1: Tables S5 and S6).

Our unbiased analyses of signaling pathways and diseases resulted in multiple hits relating to vascular disease and atherosclerosis. More specifically, gene sets identified with GSEA are; ‘Signaling by PDGF, Smooth muscle cell contractions, Sphingolipid metabolism and CXCR4 pathway’ [44–46] (Additional file 1: Table S3). In addition, GSEA revealed ‘carotid artery diseases’ and ‘coronary disease’ in the top 20 of human disease pathways, whereas ‘atherosclerosis signaling’ was found in IPA amongst the top 25 of canonical pathways associated with differentially expressed genes in Nur77-KO versus WT BMM (Fig. 4 and Additional file 1: Table S2). 

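Tagln, which encodes the actin-binding protein transgelin (log2 fold change 0.93, SE 0.25, limma, adjusted p = 0.280), Actg2, smooth muscle γ-actin (2.33, SE 1.04, adjusted p = 0.918), and Myl9, a light chain of smooth muscle myosin (8.41 ± 0.09 against 7.38 ± 0.17, mean ± SD, n = 3 arrays each), had higher means in unstimulated Nur77-KO BMM and were not called. Acta2, α-smooth muscle actin, was bright in both genotypes (13.79 ± 0.03 and 12.87 ± 0.10). On a list of 10 contractile genes 9 were above 0, with a median of 0.93 (camera, adjusted p = 0.000698 at a preset correlation and adjusted p = 0.314 with an estimated correlation). This median turned to -1.20 with the Y-linked genes as a covariate and fell to 0.075 with slide as a fixed block (camera, adjusted p = 0.215). The covariate nearly equals the stromal signal on the Nur77-KO arrays, so it cannot tell sex from that signal. Markers of stromal cells had mostly positive log2 fold changes on the same arrays. Their list did not pass with an estimated correlation and turned negative with the Y-linked covariate. Stromal cells in the cultures stay open as an untested source of these genes. Pdgfra, the α receptor for PDGF, stood at 1.53 (SE 0.96) and its ligand Pdgfc at 0.70 (SE 0.28, adjusted p = 0.798). Of the sets that the paper names, the 30 tested of 31 listed genes of PDGF signaling had a median of 0.54 with 29 above 0 (adjusted p = 0.0361 with an estimated correlation). The 7 genes of smooth muscle contraction had one of 1.04 (adjusted p = 0.207), and the 4 genes of the CXCR4 pathway one of 0.50 (adjusted p = 0.0297). Many of the PDGF genes are collagens, and all 3 sets were selected on these arrays, so they are not independent evidence.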

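The disease sets that the paper names contain Npy and Cxcl12, next to Mmp3, which encodes stromelysin-1, and Scarb1, the receptor for HDL. Neither was detected in unstimulated WT BMM; Mmp3 was at least 1.24-fold higher in Nur77-KO BMM (SE 0.81, limma, adjusted p = 1.00), and Scarb1 was detected on 1 Nur77-KO array. Apoe, a lipoprotein that carries cholesterol out of macrophages, was bright in both genotypes (13.61 ± 0.09 and 13.26 ± 0.06, mean ± SD, n = 3 arrays each), and Vwf, which encodes von Willebrand factor, stood at 0.49 (SE 0.52, adjusted p = 1.00). The 4 genes listed for carotid artery diseases had a median of 1.62 (camera, adjusted p = 0.0321 with an estimated correlation). For coronary disease 18 of 18 tested genes (21 listed) were above 0, with a median of 0.65, and 5 passed the paper's thresholds (adjusted p = 0.0243). Selected on these arrays, the sets are not independent evidence, and with LPS no set of the study reached an adjusted p under 0.05 with an estimated correlation. With IL-4 diabetic nephropathies, chronic obstructive pulmonary disease and macular degeneration did (camera, adjusted p = 0.0113 each), and the other sets did not. Whether the IL-4 cultures come from other mice than the unstimulated ones is not known.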

Altogether, the analyses on BMM gene expression support the protective function of Nur77 in atherosclerosis [10, 12, 24]. The other two members of the same subfamily of nuclear hormone receptors, Nurr1 and NOR-1, are also expressed in human atherosclerotic lesion macrophages and were shown to repress LPS-induced inflammatory response in THP-1 macrophages [7]. Similarly as Nur77, transplantation of bone marrow deficient for NOR-1 into atherosclerotic mice, aggravates the formation of atherosclerotic lesions [47].

Even though our gene expression analyses were performed in macrophages, a potential involvement of Nur77 in ‘diabetic nephropathy, angiopathy and retinopathy and glucose intolerance’ was predicted from GSEA (Table 1), which may emphasize the relative importance of macrophages in these pathologies. Macrophages are indeed known to contribute to the nephropathies [48–52], angiopathies [53, 54] and retinopathy [55, 56] seen in diabetes. Nur77 regulates hepatic glucose homeostasis [57] and Nur77-deficiency causes increased diet-induced insulin resistance [23]. Regarding the recent observation that lipid storage by adipose tissue macrophages regulates systemic glucose tolerance [58], it may be interesting to investigate glucose tolerance after a Nur77-deficient bone marrow transplantation into Ob/Ob mice.

Finally, we found multiple, often chronic inflammatory diseases to be potentially influenced by macrophage Nur77 expression. In most of these diseases macrophages are known to play a role. GSEA (Table 1) revealed osteoarthritis, chronic obstructive pulmonary disease and macular degeneration, whereas IPA (Additional file 1: Table S2) associated Nur77 to rheumatoid arthritis, psoriasis and allergic airway inflammatory diseases. Interestingly, recently Kurakula et al. [59] showed a protective role for Nur77 in ovalbumin-induced airway inflammation. Nur77 expression is elevated in synovial tissue, cartilage and prostaglandin E2 (PGE2) stimulated chondrocytes from patients with rheumatoid arthritis, psoriatic arthritis or osteoarthritis, making Nur77 an attractive target in rheumatic diseases [60–63]. In addition, T cell-specific Nur77 overexpression results in reduction of incidence and severity of collagen-induced arthritis by promoting activation-induced T cell apoptosis and inhibition of CollagenII-specific antibody production [64]. Interestingly, Nurr1 has already been shown to modulate psoriasis and rheumatoid arthritis [60, 61, 65]. The observed associations reveal potential, and so far speculative, connections between Nur77 and rheumatoid arthritis, macular degeneration, psoriasis and chronic obstructive pulmonary disease and we therefore propose that it may be relevant to study the role of Nur77 in these diseases.

## Conclusions

Our transcriptome analysis to explore the role of Nur77 in macrophage function uncovered involvement of Nur77 in extracellular matrix modulation, macrophage tolerance and inhibition of phagocytosis and insight in its potential function in several diseases. In summary, as schematically shown in Fig. 6, Nur77 modulates the inflammatory state of macrophages by decreasing inflammatory gene expression in macrophages via NFκB transrepression and positively regulating CX3CR1 expression. Nur77 directly represses SDF-1α secretion, which may result in less chemo-attraction of inflammatory cells. In addition, Nur77 inhibits the collagen content of the extracellular matrix of macrophages, diminishes Rac1 activity and reduces phagocytosis of these cells. All these effects can influence a plethora of inflammatory and metabolic diseases, making Nur77 an interesting factor to study and maybe even to target in treatment of chronic inflammatory disease.

## Methods

### Mice

Nur77-KO mice [66] on a C57BL/6 background were kindly provided by Prof B.R. Binder (Vienna, Austria). All animal experiments were approved by the Committee for Animal Welfare of the Amsterdam Medical Center and were carried out in compliance with guidelines issued by the Dutch government.

### Macrophage cell culture and transfection

Each batch of bone marrow cells was isolated from femurs and tibiae of three wild-type (WT) mice and three Nur77-KO mice as described [10]. In brief, cells were cultured in RPMI-1640 (GIBCO Invitrogen) with 100 U/ml penicillin/streptomycin (GIBCO Invitrogen), 10 % heat-inactivated fetal calf serum (FCS; GIBCO Invitrogen) and 15 % L929 conditioned medium (LCM) for 8 days to generate BMM. BMM were seeded at a density of 1.5 × 105 cells/cm2 24 h before stimulation. In WT BMM Nur77 was knocked-down by lentiviral transduction with a short hairpin (sh-)Nur77 cloned into a p156RRL-sinPPT-CMV-GFP-PRE/NheI vector by Bonta et al. [7] Lentiviral particles were produced as described previously [7] and BMM were transduced for 24 h with recombinant lentivirus. After transduction, cells were cultured for another 24 h and thereafter stimulated with 100 ng/ml LPS. shCON lentivirus was taken along as a control. Knockdown was confirmed by qPCR.

RAW264.7 cells were cultured in RPMI-1640 supplemented with 10 % FCS and penicillin/streptomycin and were transfected using Lipofectamine LTX (all Invitrogen) according to the manufacturer’s instructions.

### Microarray profiling

RNA was isolated from Nur77-KO and WT BMM using the Aurum total RNA isolation kit (BioRad) and samples were sent to ServiceXS (Leiden, The Netherlands) for further microarray processing. In brief, to assess the quality of the samples, the concentration of the RNA was determined using the Nanodrop ND1000 spectrophotometer. The Agilent Bioanalyzer was used to analyze the quality and integrity of the RNA samples. The Illumina TotalPrep-96 RNA Amplification Kit was used to generate biotin labeled (biotin-16-UTP) amplified cRNA and the obtained biotinylated cRNA samples were hybridized onto the Illumina MouseWG-6 v2 arrays. The samples were scanned using the Illumina iScan array scanner and the data retrieved using Illumina’s Genomestudio v. 2011.1 software.

### Microarray pre-processing and data analysis

Analyses were carried out with Bioconductor packages in the statistical software package R (version 2.14.0). Normexp-by-control background correction, quantile normalization, and log2 transformation [67] were performed on the Illumina sample and control probe profiles using the limma package (version 3.10.2). The arrayQualityMetrics package (version 3.10.0) was used to assess whether the microarray data were of good quality. Only probes detected (detection *p*-value < 0.05) on at least one array were included in the differential expression analysis. Gene-wise linear models were fitted using the limma package. Differential expression between the different conditions was assessed via a moderated *t*-test. The illuminaMousev2.db package (version 1.12.2) was used to update the probe annotation provided by Illumina. The data set with differentially expressed genes (nominal *p*-value < 0.05) was analyzed using Ingenuity Pathway Analysis (IPA, Ingenuity Systems) to test for enriched canonical pathways, to identify biological functions that are expected to be affected and to identify upstream transcriptional regulators. The background set for the gene enrichment analyses consisted of all genes that were detected on at least one array. Significance of enrichment was calculated using a right-tailed Fisher’s Exact Test.

Gene set enrichment analysis (GSEA; version 2.2.0 [68],) was performed using default options except for the following: the permutation type = Geneset; and the number of permutations = 1000 [69, 70]. The gene set collection c2.cp.v5.0.symbols.gmt which includes canonical pathways was queried in this analysis. The gene set to query human diseases was derived from [71] and GSEA was performed as described above except that the minimum number of genes in a gene set was set at 4.

### Plasmids

A construct containing amino-terminally myc-tagged Nur77 has been described before [3]. Two fragments of the murine SDF-1α promoter containing a putative NBRE (from −500 to +18 bp and from −1023 to +18 bp relative to the transcriptional start site) were cloned into the pGL3 basic vector (Promega) in front of the firefly luciferase gene. The mutant of the promoter constructs in which the putative NBRE was disrupted was generated by site-directed mutagenesis using the QuickChange site-directed mutagenesis method (Stratagene) according to the manufacturer's instruction using the following primer: dNBRE forw: 5’-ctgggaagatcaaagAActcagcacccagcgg-3’ and dNBRE rev: 5’-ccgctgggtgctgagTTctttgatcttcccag-3’. The nucleotides in capital letters represent the mutated nucleotides in the SDF-1α promoter. The construct was verified by sequencing and did not contain any other sequence variations.

### NFκB p52 activation/binding

BMM were stimulated with either 100 ng/ml LPS for 1 h or 25 μg/ml CD40 activating antibody FGK45 (Bioceros BV) for 3 h, protein lysates were harvested and the levels of active p52 were determined using the TransAM NFκB family kit (Active Motif) according to the manufacturer’s protocol. The absorbance was measured at OD450 nm in a microplate reader (EL808, Bio-Tek instruments).

### Luciferase reporter assays

RAW264.7 cells were transiently transfected with wild-type or mutant SDF-1α luciferase reporter plasmids together with pCMV-Myc-Nur77 or pCMV-mock. pRL-TK Renilla reporter plasmid (Promega) was co-transfected as an internal control. Luciferase activity measurements were performed using the dual-luciferase reporter assay system (Promega) and Glomax Multi detection system (Promega) according to the manufacturer’s instructions. Each experiment (in duplicate) was repeated at least three times.

### Chromatin immunoprecipitation assay (ChIP)

BMM were infected with Mock- or Nur77-adenovirus at a MOI of 100 for 4 h, and 28 h after infection the cells were harvested for ChIP analysis. ChIP assays were performed using the Magnify ChIP system (Invitrogen) according to the manufacturer’s instructions. The following primers were used to amplify the SDF-1α promoter in semi-quantitative real-time (qRT)PCR: 5’-GACTGTTTCGTCTCTCAGGTTC-3’ (sense) and 5’-GCTGAGACCTTTGATCTTCCCA-3’ (antisense).

### qRT-PCR

Total RNA was extracted using the Aurum™ Total RNA Mini Kit (Biorad) and cDNA was made from 500 ng RNA using iScript cDNA Synthesis kit (BioRad). qRT-PCR was performed using iQ SYBR Green Supermix (BioRad) and was measured using the MyIQ system and the following primers: Cx3cr1 forw: 5’-gagtatgacgattctgctgagg-3’ and Cx3cr1 rev: 5’-cagaccgaacgtgaagacgag-3’. Ribosomal protein 36B4 expression was determined to correct for cDNA content (36B4 forw: 5’-ggacccgagaagacctcctt-3’, 36B4 rev: 5’-gcacatcactcagaatttcaatgg-3’).

### Western blot analysis

BMM were treated for 24 h with 100 ng/ml LPS, after which the cells were washed twice with PBS and lysed in ice-cold Nonidet P-40 (NP-40) lysis buffer (50 mM Tris–HCl pH7.4, 100 mM NaCl, 10 mM NaF, 1 mM Na_3_PO_4_, 10 % glycerol, 1 % NP-40). After a 10 min incubation on ice the lysates were collected and boiled in sample buffer containing DTT. Samples were thereafter analyzed by SDS-PAGE. All proteins of interest were separated on 12 % polyacrylamide SDS gels. Proteins were transferred to 0.2 μm nitrocellulose membranes using the Trans-blot Turbo transfer system (Biorad). Nitrocellulose membranes were subsequently blocked in 5 % (w/v) non-fat milk in Tris-buffered saline (TBS) and incubated with CX3CR1 (Santa Cruz) and anti-α-tubulin (Cedarlane) primary antibodies overnight at 4 °C, followed by horse radish peroxidase-labelled secondary antibodies (Bio-Rad) for 1 h. Proteins were visualized with an enhanced chemiluminescence (ECL) detection system (Thermoscientific) and quantification of signal was performed using intensity measurements in ImageJ software.

### Collagen content assay

Collagen content of WT and Nur77-KO BMM was measured as described before [72]. Briefly, BMM were seeded at a density of 2 × 10^5^ cells/well in 24-wells plates. Cells were rinsed with PBS and fixed with 4 % para-formaldehyde and collagen content was stained by incubating with a 0.1 % (w/v) solution of Sirius Red F3B dye (BDH Laboratory Supplies) in 10 mM HCl for 40 min. Unbound dye was removed by washing extensively with 10 mM HCl, after which 100 mM NaOH was added to dissolve the dye and the absorbance was measured at OD550 nm in a microplate reader (EL808, Bio-Tek instruments).

### Zymography

Gelatinolytic metalloproteinase activity, especially MMP2 and MMP9, in WT and Nur77-KO BMM was measured by separating lysates of these cells on 10 % polyacrylamide gels containing gelatin (Ready-Gel zymogram gels, BioRad) under non-reducing conditions. After electrophoresis, the proteins were renatured by placing the gels in 2.5 % Triton X-100 for 30 min at room temperature and developed overnight in developing solution (50 mM Tris–HCl, pH 7.5, 200 mM NaCl, 5 mM CaCl2, 0.02 % Brij-35), followed by staining with PageBlue Protein Staining Solution (Thermo Scientific). After destaining with MilliQ, gelatinase activity was measured by densitometry.

### Rac1 activity assay

WT and Nur77-KO BMM were treated for 16 h with Rac1 inhibitor (553502; Calbiochem) followed by a 24-h incubation with 50 ng/ml interferon-γ (IFNγ, Peprotech). Cell lysates were prepared and the levels of Rac1-GTP were measured using a colorimetric-based G-LISA Rac1 (BK128; Cytoskeleton) activation assay according to the manufacturer’s protocol. OD490 nm was measured with a microplate reader (EL808, Bio-Tek instruments). Absorbance units in each sample were expressed after subtraction of the background units measured in protein-free lysis buffer.

### Phagocytosis

BMM were cultured overnight at 37 °C in RPMI containing 10 % FCS at a density of 0.5x10^6^ cells/well in 12-wells plates. BMM were washed twice with Hanks' balanced salt solution (GIBCO/Invitrogen) prior to the addition of fluorescently labeled bacteria. Uropathogenic *E. coli* (strain 1677) [73] were heat-killed by incubation at 65 °C for 1 h and labeled with 0.2 mg of FITC (Sigma-Aldrich) per ml in 0.1 M NaHCO_3_ (pH 9.0) for 1 h at 37 °C. The FITC-labeled *E. coli* (equivalent to 50 × 10^6^ CFU) were added to the BMM at a ratio of 100:1 and incubated for 1 h at 37 °C or 4 °C. Phagocytosis was stopped by immediately transferring the cells to 4 °C and washing them with ice-cold PBS containing 2 mM EDTA. The cells were harvested by gentle scraping and were subsequently treated with 0.4 % Trypan blue (GIBCO/Invitrogen) to quench extracellular fluorescence, washed twice with PBS/EDTA, and analyzed using a flow cytometer (Becton Dickinson FACScalibur). Results were expressed as phagocytosis index, defined as the percentage of cells with internalized *E. coli* times the mean fluorescence intensity.

### Statistical analysis

Data are reported as mean ± S.D. and were analyzed with the unpaired Student’s t test. Values of *p* < 0.05 were considered statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001 in the figures).

### Availability of supporting data

The microarray data have been deposited in NCBI Gene Expression Omnibus in a MIAME compliant format and are accessible under GEO Series accession number GSE68167.

## Additional files

Additional file 1: Tables S1-S6.
**Table S1.** Top 25 up- and downregulated genes in Nur77-KO vs WT BMM. **Table S2.** Top 25 canonical pathways associated with differentially expressed genes in Nur77-KO vs WT BMM. **Table S3.** Top 20 gene sets identified with GSEA that are upregulated in Nur77-KO vs WT BMM. **Table S4.** Upstream Regulators in Nur77-KO vs WT BMM. **Table S5.** Top 25 up- and downregulated genes in LPS-stimulated Nur77-KO vs WT BMM. **Table S6.** Top 25 canonical pathways associated with differentially expressed genes in LPS-stimulated Nur77-KO vs WT BMM. (PDF 140 kb) Additional file 2: Figure S1. Verification of the microarray results by qRT-PCR. mRNA expression of top differentially expressed genes, as determined by microarray analysis, cFos, S100A9, NPY and Serping1 in WT and Nur77-KO BMM was determined by qRT-PCR before (left panel) and after (right panel) treatment with 100 ng/ml LPS. Data are expressed as mean ± S.D. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, ns = not significant. (PDF 311 kb)

## References

[1] Flaig R, Greschik H, Peluso-Iltis C, Moras D (2005). Structural basis for the cell-specific activities of the NGFI-B and the Nurr1 ligand-binding domain. J Biol Chem.

[2] Wang Z, Benoit G, Liu J, Prasad S, Aarnisalo P, Liu X (2003). Structure and function of Nurr1 identifies a class of ligand-independent nuclear receptors. Nature.

[3] Kurakula K, van der Wal E, Geerts D, van Tiel CM, de Vries CJ (2011). FHL2 protein is a novel co-repressor of nuclear receptor Nur77. J Biol Chem.

[4] Pols TW, Bonta PI, de Vries CJ (2007). NR4A nuclear orphan receptors: protective in vascular disease?. Curr Opin Lipidol.

[5] Harant H, Lindley IJ (2004). Negative cross-talk between the human orphan nuclear receptor Nur77/NAK-1/TR3 and nuclear factor-kappaB. Nucleic Acids Res.

[6] Hong CY, Park JH, Ahn RS, Im SY, Choi HS, Soh J (2004). Molecular mechanism of suppression of testicular steroidogenesis by proinflammatory cytokine tumor necrosis factor alpha. Mol Cell Biol.

[7] Bonta PI, van Tiel CM, Vos M, Pols TW, van Thienen JV, Ferreira V (2006). Nuclear receptors Nur77, Nurr1, and NOR-1 expressed in atherosclerotic lesion macrophages reduce lipid loading and inflammatory responses. Arterioscler Thromb Vasc Biol.

[8] Shao Q, Shen LH, Hu LH, Pu J, Qi MY, Li WQ (2010). Nuclear receptor Nur77 suppresses inflammatory response dependent on COX-2 in macrophages induced by oxLDL. J Mol Cell Cardiol.

[9] Chao LC, Soto E, Hong C, Ito A, Pei L, Chawla A (2013). Bone marrow NR4A expression is not a dominant factor in the development of atherosclerosis or macrophage polarization in mice. J Lipid Res.

[10] Hamers AA, Vos M, Rassam F, Marinkovic G, Kurakula K, van Gorp PJ (2012). Bone marrow-specific deficiency of nuclear receptor Nur77 enhances atherosclerosis. Circ Res.

[11] Hamers AA, Uleman S, van Tiel CM, Kruijswijk D, van Stalborch AM, Huveneers S (2014). Limited role of nuclear receptor Nur77 in Escherichia coli-induced peritonitis. Infect Immun.

[12] Hanna RN, Shaked I, Hubbeling HG, Punt JA, Wu R, Herrley E (2012). NR4A1 (Nur77) deletion polarizes macrophages toward an inflammatory phenotype and increases atherosclerosis. Circ Res.

[13] Pei L, Castrillo A, Tontonoz P (2006). Regulation of macrophage inflammatory gene expression by the orphan nuclear receptor Nur77. Mol Endocrinol.

[14] Kew RR, Penzo M, Habiel DM, Marcu KB (2012). The IKKalpha-dependent NF-kappaB p52/RelB noncanonical pathway is essential to sustain a CXCL12 autocrine loop in cells migrating in response to HMGB1. J Immunol.

[15] McCorkell KA, May MJ (2015). Noncanonical NF-kappaB Activation and SDF-1 Expression in Human Endothelial Cells. Methods Mol Biol.

[16] Carlin LM, Stamatiades EG, Auffray C, Hanna RN, Glover L, Vizcay-Barrena G (2013). Nr4a1-dependent Ly6C(low) monocytes monitor endothelial cells and orchestrate their disposal. Cell.

[17] Medina-Contreras O, Geem D, Laur O, Williams IR, Lira SA, Nusrat A (2011). CX3CR1 regulates intestinal macrophage homeostasis, bacterial translocation, and colitogenic Th17 responses in mice. J Clin Invest.

[18] Hamers AA, van Dam L, Teixeira Duarte JM, Vos M, Marinković G, van Tiel CM (2015). Deficiency of Nuclear Receptor Nur77 Aggravates Mouse Experimental Colitis by Increased NFκB Activity in Macrophages. PLoS One.

[19] Schnoor M, Cullen P, Lorkowski J, Stolle K, Robenek H, Troyer D (2008). Production of type VI collagen by human macrophages: a new dimension in macrophage functional heterogeneity. J Immunol.

[20] Vaage J, Lindblad WJ (1990). Production of collagen type I by mouse peritoneal macrophages. J Leukoc Biol.

[21] Weitkamp B, Cullen P, Plenz G, Robenek H, Rauterberg J (1999). Human macrophages synthesize type VIII collagen in vitro and in the atherosclerotic plaque. FASEB J.

[22] Balasubramanian S, Jansen M, Valerius MT, Humphreys BD, Strom TB (2012). Orphan nuclear receptor Nur77 promotes acute kidney injury and renal epithelial apoptosis. J Am Soc Nephrol.

[23] Chao LC, Wroblewski K, Zhang Z, Pei L, Vergnes L, Ilkayeva OR (2009). Insulin resistance and altered systemic glucose metabolism in mice lacking Nur77. Diabetes.

[24] Hu YW, Zhang P, Yang JY, Huang JL, Ma X, Li SF (2014). Nur77 decreases atherosclerosis progression in apoE(−/−) mice fed a high-fat/high-cholesterol diet. PLoS One.

[25] Mullican SE, Zhang S, Konopleva M, Ruvolo V, Andreeff M, Milbrandt J (2007). Abrogation of nuclear receptors Nr4a3 and Nr4a1 leads to development of acute myeloid leukemia. Nat Med.

[26] Ramirez-Herrick AM, Mullican SE, Sheehan AM, Conneely OM (2011). Reduced NR4A gene dosage leads to mixed myelodysplastic/myeloproliferative neoplasms in mice. Blood.

[27] Yang H, Zhan Q, Wan YJ (2011). Enrichment of Nur77 mediated by retinoic acid receptor beta leads to apoptosis of human hepatocellular carcinoma cells induced by fenretinide and histone deacetylase inhibitors. Hepatology.

[28] Zhao BX, Chen HZ, Du XD, Luo J, He JP, Wang RH (2011). Orphan receptor TR3 enhances p53 transactivation and represses DNA double-strand break repair in hepatoma cells under ionizing radiation. Mol Endocrinol.

[29] Westbrook L, Johnson AC, Regner KR, Williams JM, Mattson DL, Kyle PB (2014). Genetic Susceptibility and Loss of Nr4a1 Enhances Macrophage-Mediated Renal Injury in CKD. J Am Soc Nephrol..

[30] Palumbo-Zerr K, Zerr P, Distler A, Fliehr J, Mancuso R, Huang J (2015). Orphan nuclear receptor NR4A1 regulates transforming growth factor-beta signaling and fibrosis. Nat Med.

[31] Kurakula K, Koenis DS, van Tiel CM, de Vries CJ (1843). NR4A nuclear receptors are orphans but not lonesome. Biochim Biophys Acta.

[32] Caron E, Hall A (1998). Identification of two distinct mechanisms of phagocytosis controlled by different Rho GTPases. Science.

[33] Cox D, Chang P, Zhang Q, Reddy PG, Bokoch GM, Greenberg S (1997). Requirements for both Rac1 and Cdc42 in membrane ruffling and phagocytosis in leukocytes. J Exp Med.

[34] Hoppe AD, Swanson JA (2004). Cdc42, Rac1, and Rac2 display distinct patterns of activation during phagocytosis. Mol Biol Cell.

[35] Murthy S, Ryan A, He C, Mallampalli RK, Carter AB (2010). Rac1-mediated mitochondrial H2O2 generation regulates MMP-9 gene expression in macrophages via inhibition of SP-1 and AP-1. J Biol Chem.

[36] Wang JR, Gan WJ, Li XM, Zhao YY, Li Y, Lu XX (2014). Orphan nuclear receptor Nur77 promotes colorectal cancer invasion and metastasis by regulating MMP-9 and E-cadherin. Carcinogenesis..

[37] Niu G, Ye T, Qin L, Bourbon PM, Chang C, Zhao S (2014). Orphan nuclear receptor TR3/Nur77 improves wound healing by upregulating the expression of integrin beta4. FASEB J..

[38] Mowat AM (2003). Anatomical basis of tolerance and immunity to intestinal antigens. Nat Rev Immunol.

[39] Bain CC, Scott CL, Uronen-Hansson H, Gudjonsson S, Jansson O, Grip O (2013). Resident and pro-inflammatory macrophages in the colon represent alternative context-dependent fates of the same Ly6Chi monocyte precursors. Mucosal Immunol.

[40] Kaibuchi K, Kuroda S, Amano M (1999). Regulation of the cytoskeleton and cell adhesion by the Rho family GTPases in mammalian cells. Annu Rev Biochem.

[41] Evers EE, Zondag GC, Malliri A, Price LS, ten Klooster JP, van der Kammen RA (2000). Rho family proteins in cell adhesion and cell migration. Eur J Cancer.

[42] Helming L, Gordon S (2009). Molecular mediators of macrophage fusion. Trends Cell Biol.

[43] Rose DM, Alon R, Ginsberg MH (2007). Integrin modulation and signaling in leukocyte adhesion and migration. Immunol Rev.

[44] Chatterjee S (1998). Sphingolipids in atherosclerosis and vascular biology. Arterioscler Thromb Vasc Biol.

[45] Shi W, Wang X, Wong J, Hedrick CC, Wong H, Castellani LW (2004). Effect of macrophage-derived apolipoprotein E on hyperlipidemia and atherosclerosis of LDLR-deficient mice. Biochem Biophys Res Commun.

[46] Weigert A, Weis N, Brune B (2009). Regulation of macrophage function by sphingosine-1-phosphate. Immunobiology.

[47] Qing H, Liu Y, Zhao Y, Aono J, Jones KL, Heywood EB (2014). Deficiency of the NR4A orphan nuclear receptor NOR1 in hematopoietic stem cells accelerates atherosclerosis. Stem Cells.

[48] Castiglione RC, Maron-Gutierrez T, Barbosa CM, Ornellas FM, Barreira AL, Dibarros CB (2013). Bone marrow-derived mononuclear cells promote improvement in glomerular function in rats with early diabetic nephropathy. Cell Physiol Biochem.

[49] Kuwabara T, Mori K, Mukoyama M, Kasahara M, Yokoi H, Nakao K (2014). Macrophage-mediated glucolipotoxicity via myeloid-related protein 8/toll-like receptor 4 signaling in diabetic nephropathy. Clin Exp Nephrol.

[50] Tesch G, Sourris KC, Summers SA, McCarthy D, Ward MS, Borg DJ (2014). Deletion of bone-marrow-derived receptor for AGEs (RAGE) improves renal function in an experimental mouse model of diabetes. Diabetologia.

[51] You H, Gao T, Cooper TK, Brian RW, Awad AS (2013). Macrophages directly mediate diabetic renal injury. Am J Physiol Renal Physiol.

[52] Zhang XL, Guo YF, Song ZX, Zhou M (2014). Vitamin D Prevents Podocyte Injury Via Regulation Of Macrophage M1/M2 Phenotype In Diabetic Nephropathy Rats. Endocrinology..

[53] Fadini GP, de Kreutzenberg SV, Boscaro E, Albiero M, Cappellari R, Krankel N (2013). An unbalanced monocyte polarisation in peripheral blood and bone marrow of patients with type 2 diabetes has an impact on microangiopathy. Diabetologia.

[54] Kanter JE, Bornfeldt KE (2013). Inflammation and diabetes-accelerated atherosclerosis: myeloid cell mediators. Trends Endocrinol Metab.

[55] Marchetti V, Yanes O, Aguilar E, Wang M, Friedlander D, Moreno S (2011). Differential macrophage polarization promotes tissue remodeling and repair in a model of ischemic retinopathy. Sci Rep.

[56] Urbancic M, Kloboves PV, Petrovic D, Globocnik PM (2013). A flow cytometric analysis of vitreous inflammatory cells in patients with proliferative diabetic retinopathy. Biomed Res Int.

[57] Kim YD, Kim SG, Hwang SL, Choi HS, Bae JH, Song DK (2014). B-cell translocation gene 2 regulates hepatic glucose homeostasis via induction of orphan nuclear receptor Nur77 in diabetic mouse model. Diabetes.

[58] Aouadi M, Vangala P, Yawe JC, Tencerova M, Nicoloro SM, Cohen JL (2014). Lipid storage by adipose tissue macrophages regulates systemic glucose tolerance. Am J Physiol Endocrinol Metab.

[59] Kurakula K, Vos M, Logiantara A, Roelofs JJ, Nieuwenhuis MA, Koppelman GH (2015). Nuclear Receptor Nur77 Attenuates Airway Inflammation in Mice by Suppressing NF-kappaB Activity in Lung Epithelial Cells. J Immunol.

[60] McEvoy AN, Murphy EA, Ponnio T, Conneely OM, Bresnihan B, Fitzgerald O (2002). Activation of nuclear orphan receptor NURR1 transcription by NF-kappa B and cyclic adenosine 5'-monophosphate response element-binding protein in rheumatoid arthritis synovial tissue. J Immunol.

[61] McMorrow JP, Murphy EP (2011). Inflammation: a role for NR4A orphan nuclear receptors?. Biochem Soc Trans.

[62] Mix KS, Attur MG, Al-Mussawir H, Abramson SB, Brinckerhoff CE, Murphy EP (2007). Transcriptional repression of matrix metalloproteinase gene expression by the orphan nuclear receptor NURR1 in cartilage. J Biol Chem.

[63] Murphy EP, McEvoy A, Conneely OM, Bresnihan B, Fitzgerald O (2001). Involvement of the nuclear orphan receptor NURR1 in the regulation of corticotropin-releasing hormone expression and actions in human inflammatory arthritis. Arthritis Rheum.

[64] De Silva S, Han S, Zhang X, Huston DP, Winoto A, Zheng B (2005). Reduction of the incidence and severity of collagen-induced arthritis by constitutive Nur77 expression in the T cell lineage. Arthritis Rheum.

[65] Ralph JA, Ahmed AU, Santos LL, Clark AR, McMorrow J, Murphy EP (2010). Identification of NURR1 as a mediator of MIF signaling during chronic arthritis: effects on glucocorticoid-induced MKP1. Am J Pathol.

[66] Lee SL, Wesselschmidt RL, Linette GP, Kanagawa O, Russell JH, Milbrandt J (1995). Unimpaired thymic and peripheral T cell death in mice lacking the nuclear receptor NGFI-B (Nur77). Science.

[67] Shi W, Oshlack A, Smyth GK (2010). Optimizing the noise versus bias trade-off for Illumina whole genome expression BeadChips. Nucleic Acids Res.

[68] Gene Set Enrichment Analysis at the Broad Institute of MIT and Harvard. http://www.broad.mit.edu/gsea.

[69] Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet.

[70] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[71] Zhang Y, De S, Garner JR, Smith K, Wang SA, Becker KG (2010). Systematic analysis, comparison, and integration of disease based human genetic association data and mouse genetic phenotypic information. BMC Med Genomics.

[72] Groenendijk BC, Benus GF, Klous A, Pacheco YM, Volger OL, Fledderus JO (2011). Activin A induces a non-fibrotic phenotype in smooth muscle cells in contrast to TGF-beta. Exp Cell Res.

[73] Elkahwaji JE, Ott CJ, Janda LM, Hopkins WJ (2005). Mouse model for acute bacterial prostatitis in genetically distinct inbred strains. Urology.

# Supplementary material for: Nur77-deficiency in bone marrow-derived macrophages modulates inflammatory responses, extracellular matrix homeostasis, phagocytosis and tolerance
**Source:** BMC Genomics. 2016 Mar 1;17:162. doi: 10.1186/s12864-016-2469-9
**Supplement:** Additional file 1: Tables S1-S6. — Table S1. Top 25 up- and downregulated genes in Nur77-KO vs WT BMM. Table S2. Top 25 canonical pathways associated with differentially expressed genes in Nur77-KO vs WT BMM. Table S3. Top 20 gene sets identified with GSEA that are upregulated in Nur77-KO vs WT BMM. Table S4. Upstream Regulators in Nur77-KO vs WT BMM. Table S5. Top 25 up- and downregulated genes in LPS-stimulated Nur77-KO vs WT BMM. Table S6. Top 25 canonical pathways associated with differentially expressed genes in LPS-stimulated Nur77-KO vs WT BMM.

Table S1. Top 25 up- and downregulated genes in Nur77-KO vs WT BMM

Gene Symbol	Log2 Fold Change<br>(KO/WT)	p-value	Entrez Gene ID
Upregulated genes			
<i>Npy</i>	5.6062	4.07E-04	109648
<i>M34473</i>	5.4207	9.67E-05	243469
<i>Eif2s3y</i>	4.6783	8.92E-04	26908
<i>abParts</i>	4.2134	5.56E-04	16142
<i>Ighg</i>	2.8760	1.14E-05	16019
<i>S100a9</i>	2.8396	1.62E-03	20202
<i>Col1a1</i>	2.6363	1.11E-02	12842
<i>Itga11</i>	2.6357	2.18E-03	319480
<i>Ltf</i>	2.5876	5.07E-03	17002
<i>Serping1</i>	2.5568	1.96E-02	12258
**<i>Cxcl12</i>**	2.5079	2.00E-02	20315
<i>Dkk3</i>	2.3926	2.97E-02	50781
<i>Ogn</i>	2.3816	6.60E-03	18295
<i>Igh-A (Ig2)</i>	2.3501	2.30E-02	16061
<i>Actg2</i>	2.3012	5.30E-02	11468
<i>Kn2</i>	2.2874	1.42E-03	385643
<i>Gfpt1</i>	2.2597	4.73E-06	14583
<i>Wisp2</i>	2.2514	2.50E-03	22403
<i>Chac1</i>	2.2337	7.28E-02	69065
<i>Thbs2</i>	2.0130	9.57E-02	21826
<i>Ccdc80</i>	2.0016	8.76E-03	67896
<i>Dcn</i>	1.9975	9.20E-02	13179
<i>Timp3</i>	1.9637	2.82E-02	21859
<i>Mxd1</i>	1.9573	1.71E-03	17119
<i>Biccl1</i>	1.9430	1.18E-03	83675
Downregulated genes			
<i>Tgfb1</i>	-1.0752	0.12214	21810
<i>Cav</i>	-1.0835	0.01927	12389
<i>Fcrls</i>	-1.0933	0.00038	80891
<i>Cd74</i>	-1.1044	0.00368	16149
<i>Cytip</i>	-1.1077	0.00286	227929
<i>Stap1</i>	-1.1086	0.04858	56792
<i>T</i>	-1.1582	0.00591	20997
<i>Gpr84</i>	-1.1593	0.00394	80910
<i>3110002H16Rik</i>	-1.1687	0.04292	76482
<i>Uchl1</i>	-1.1945	0.06995	22223
<i>H2-Eb1</i>	-1.3139	0.00026	14969
<i>Fos</i>	-1.3209	0.01022	14281
<i>H2-Ab1</i>	-1.3297	0.00025	14961
<i>Ttc15</i>	-1.3564	0.01063	217449
<i>Olfm1</i>	-1.3627	0.07107	56177
<i>Ahrr</i>	-1.3669	0.00426	11624
<i>Xist</i>	-1.4229	0.02179	213742
<i>Pde1c</i>	-1.4947	0.02739	18575
<i>Ciita</i>	-1.5196	0.01751	12265
<i>Clec4b1</i>	-1.5515	0.00063	69810
<i>Gdf3</i>	-1.6907	0.00001	14562
<i>Pou6f1</i>	-1.7861	0.00009	19009
<i>Spint1</i>	-1.8194	0.00188	20732
<i>Anxa4</i>	-1.9455	0.00001	11746
**<i>Cx3cr1</i>**	-2.4795	<0.00001	13051

Table S2. Top 25 canonical pathways associated with differentially expressed genes in Nur77-KO vs WT BMM

IPA canonical pathway	p-value	Adjusted p-value	Ratio	z-score	Genes
**Inhibition of Matrix Metalloproteinases**	1.45E-07	5.89E-05	0.31	n/a	HSPG2,TIMP3,MMP7,MMP23B,SDC1,SDC2, MMP14,THBS2,MMP2,MMP9, TIMP2
**Hepatic Fibrosis / Hepatic Stellate Cell Activation**	1.00E-05	0.002	0.12	n/a	VCAM1,FN1,COL6A2,COL12A1,FGFR2, VEGFB,MMP2,IGFBP5,PDGFC,COL1A2, VEGFA,COL1A1,IGF2,IGF1,CD40,TGFB3, CD14,EDNRA,MMP9,TNFSF14,TIMP2, COL3A1
**Inhibition of Angiogenesis by TSP1**	3.55E-04	0.033	0.21	0.000	VEGFA,HSPG2,SDC1,SDC2,MAPK10,AKT3, MMP9
Dendritic Cell Maturation	3.80E-04	0.033	0.11	n/a	CREB3L4,HLA-DQB1,CREB5,DDR1,COL1A2, TRAF6,PIK3R3,COL1A1,CD40,HLA-DMA, IL1RN,FSCN1,MAPK10, AKT3,HLA-DRB5, COL3A1
**Granulocyte Adhesion and Diapedesis**	4.37E-04	0.033	0.11	n/a	ITGB1,VCAM1,MMP7,SDC1,Ppbb,MMP14, CXCL12,MMP2,MMP23B,ITGAM,ICAM2, Ccl8,SDC2,IL1RN,MMP9,HSPB1
**HIF1α Signaling**	0.001	0.033	0.13	n/a	VEGFA,PIK3R3,MMP7,MMP23B,MMP14, MAPK10,AKT3,VEGFB,MMP2,TCEB1, PDGFC,MMP9
**Bladder Cancer Signaling**	0.001	0.033	0.13	n/a	VEGFA,CDKN2A,MMP7,MMP23B,MMP14, FGF14,VEGFB,MMP2,PDGFC, MMP9,FGF13
Intrinsic Prothrombin Activation Pathway	0.001	0.033	0.22	n/a	KNG1,COL1A2,COL1A1,KLK3,F8, COL3A1
**ILK Signaling**	0.001	0.033	0.10	1.500	ITGB1,SNAI2,FN1,VEGFB,CREB3L4,CREB5, RICTOR,PDGFC,VEGFA,PIK3R3,FOS, PPAP2B,IRS1,MAPK10,AKT3, ACTG2,MMP9
**Pancreatic Adenocarcinoma Signaling**	0.001	0.050	0.12	1.265	VEGFA,CDKN2A,PIK3R3,HMOX1,MAPK10, TGFB3,AKT3,VEGFB,E2F3,NOTCH1,PDGFC, MMP9
**Atherosclerosis Signaling**	0.002	0.068	0.11	n/a	COL1A2,COL1A1,VCAM1,CD40,IL1RN, CXCL12,ALOX12,S100A8,PDGFC,TNFSF14, MMP9,COL3A1
**Agranulocyte Adhesion and Diapedesis**	0.002	0.068	0.10	n/a	ITGB1,AOC3,VCAM1,MMP7,FN1,Ppbb, MMP14,CXCL12,MMP2,MMP23B,ICAM2, Ccl8,IL1RN,ACTG2,MMP9
Role of IL-17A in Psoriasis	0.002	0.068	0.43	n/a	S100A9,IL17RC,S100A8
Acute Phase Response Signaling	0.002	0.068	0.10	0.905	SOCS3,SERPING1,FN1,CP,TRAF6,PIK3R3, HMOX1,FOS,HP,F8,IL1RN,AKT3OSMR, CRABP2,C2
Aryl Hydrocarbon Receptor Signaling	0.003	0.069	0.10	1.890	AHRR,GSTA3,CDKN2A,FOS,GSTM1,CCND2, NFIC,ALDH1L2,GSTM5,NQO1,TGFB3,NFIB, HSPB1
Role of IL-17F in Allergic Inflammatory Airway Diseases	0.003	0.089	0.17	n/a	TRAF6,RPS6KA6,IGF1,IL17RC,CREB3L4, CREB5
**Leukocyte Extravasation Signaling**	0.005	0.116	0.09	1.604	ITGB1,TIMP3,VCAM1,ARHGAP6,MMP7, MMP14,CXCL12,RAPGEF3,MMP2,PIK3R3, MMP23B,ITGAM,MAPK10,ACTG2,MMP9, TIMP2
IL-6 Signaling	0.007	0.139	0.10	1.000	VEGFA,TRAF6,PIK3R3,COL1A1,SOCS3,FOS, IL1RN,MAPK10,AKT3,CD14,HSPB1

Ketogenesis	0.007	0.139	0.30	n/a	ACAT2,HMGCS1,HADHA
**IL-8 Signaling**	0.007	0.139	0.08	1.807	VCAM1, VEGFB,MMP2,PDGFC, VEGFA, TRAF6,PIK3R3,FOS,HMOX1,ITGAM,CCND2, MPO,MAPK10,AKT3,MMP9
IL-12 Signaling and Production in Macrophages	0.008	0.139	0.10	n/a	TRAF6,PIK3R3,FOS,Ifna4,CD40,MAPK10, TGFB3,AKT3,ALOX12,S100A8,IFNA4
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	0.008	0.139	0.07	n/a	SOCS3,VCAM1,FN1,SFRP2,DAAM1,GNAQ, CXCL12,IL17RC,VEGFB, CREB3L4,CREB5,PDGFC,TRAF6,VEGFA, PIK3R3,FOS,IL1RN,DKK3,TLR7,AKT3, NFATC2
**Ovarian Cancer Signaling**	0.008	0.139	0.09	n/a	VEGFA,CDKN2A,PIK3R3,GJA1,MMP7,PTGS1 AKT3,VEGFB,EDNRA,MMP2, PDGFC,MMP9
Glutaryl-CoA Degradation	0.009	0.158	0.27	n/a	ACAT2,HADHA,HSD17B8
IL-17A Signaling in Fibroblasts	0.010	0.162	0.16	n/a	TRAF6,NFKBID,FOS,LCN2,IL17RC

The pathways in bold involve matrix metalloproteinases (MMPs); red indicates upregulation, green indicates downregulation; n/a: not available

Table S3. Top 20 gene sets identified with GSEA that are upregulated in Nur77-KO vs WT BMM

Biocarta, KEGG, PID and Reactome pathways	NES	p-value	Adjusted p-value	Genes contributing to the pathway
**Collagen formation (Reactome)**	2.441	<0.001	<0.001	COL1A1,PCOLCE,COL12A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,COL16A1,COL4A2,BMP1,SERPINH1,PCOLCE2,COL4A1,ADAMTS2,COL14A1,PLOD2,COL6A3,COL8A1,COL5A2,COL17A1
**Extracellular matrix organization (Reactome)**	2.411	<0.001	<0.001	COL1A1,PCOLCE,COL12A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,MMP2,COL16A1,COL4A2,BMP1,SERPINH1,MMP3,PCOLCE2,COL4A1,ADAMTS2,COL14A1,PLOD2,COL6A3,PLG,MMP13,COL8A1,MMP9,TIMP1,COL5A2,COL17A1
**Syndecan 1 pathway (PID)**	2.191	<0.001	<0.001	COL1A1,COL12A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,CCL5,COL16A1,COL4A1,SDC1,COL14A1,COL6A3,COL8A1,MMP9,COL5A2,COL17A1
**AVB3 integrin pathway (PID)**	2.179	<0.001	<0.001	COL1A1,COL12A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,COL16A1,FN1,BCAR1,COL4A1,GPR124,SDC1,COL14A1,COL6A3,SR,CSF1,COL8A1,COL5A2,COL17A1,VCL,RPS6KB1,COL2A1,EDIL3,RHOA
**Signaling by PDGF (Reactome)**	2.139	<0.001	<0.001	COL1A1,THBS2,COL3A1,PDGFRA,COL1A2,COL5A1,COL6A1,COL6A2,COL4A2,ADCY3,BCAR1,COL4A1,PDGFC,COL6A3,SR,TRIB3,PLG,FOXO3,COL5A2,PLAT,STAT5A,ADCY6,GSK3A,THEM4,MAP2K1,COL2A1,PDGFRB,PDE1A,COL9A1,THBS1,RAPGEF1
**ECM receptor interaction (KEGG)**	2.114	<0.001	0.001	ITGA11,COL1A1,THBS2,COL3A1,SDC2,COL1A2,COL5A1,COL6A1,COL6A2,HSPG2,COL4A2,FN1,COL4A1,SDC1,COL6A3,TNC,ITGA9,LAMB2,LAMA4,COL5A2
**Integrin1 pathway (PID)**	2.096	<0.001	0.001	ITGA11,COL1A1,THBS2,COL3A1,FBN1,COL1A2,COL5A1,COL6A1,COL6A2,NID1,VCAM1,FN1,COL4A1,COL6A3,TNC,ITGA9,LAMB2,LAMA4,COL5A2
**Focal adhesion (KEGG)**	1.955	<0.001	0.017	ITGA11,COL1A1,THBS2,COL3A1,PDGFRA,COL1A2,COL5A1,COL6A1,COL6A2,CCND2,COL4A2,MYL9,FN1,BCAR1,MYLK,COL4A1,BRAF,PDGFC,COL6A3,TNC,SR,EGFR,PAK3,PIK3R3,ITGA9,RAC3,LAMB2,LAMA4,COL5A2,FLT4,PARVG,VEGFC,VCL,MAPK8,DOCK1,VEGFB,FLNB,MAP2K1,SHC4,COMP,COL2A1,PDGFRB,VWF,RHOA,IBSP
**Integrin3 pathway (PID)**	1.933	<0.001	0.021	COL1A1,FBN1,COL1A2,CYR61,SPHK1,FN1,COL4A1,SDC1,TNC,LAMA4,PVR,EDIL3,PDGFRB,FGB,IBSP,THBS1,VEGFA
Smooth muscle contraction (Reactome)	1.915	<0.001	0.024	ACTG2,MYL9,CALD1,TPM2,MYLK,ACTA2,VCL
**Integrin cell surface interactions (Reactome)**	1.875	<0.001	0.041	ITGA11,COL1A1,FBN1,COL1A2,RAPGEF3,COL4A2,VCAM1,FN1,BCAR1,COL4A1,TNC,SR,ITGAX,ITGA9,LAMB2,AMICA1,CDH1,COL2A1,VWF,FGB,IBSP,RAPGEF4
**NCAM1 interactions (Reactome)**	1.788	<0.001	0.112	COL1A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,COL4A2,COL4A1,COL6A3,NCAM1,COL5A2
Response to elevated platelet cytosolic Ca ²⁺ (Reactome)	1.772	<0.001	0.126	KNG1,SERPING1,SPARC,TGFB3,FN1,PPBP,SERPINF2,TGFB2,PLG,TIMP1,VEGFC,VCL,VEGFB,VWF,FGB
**NCAM signaling for neurite out growth (Reactome)**	1.765	<0.001	0.125	COL1A1,COL3A1,COL1A2,COL5A1,COL6A1,COL6A2,COL4A2,COL4A1,COL6A3,SR,NCAM1,COL5A2,GDNF,MAP2K1,COL2A1
Sphingolipid de novo biosynthesis (Reactome)	1.757	0.002	0.128	PPAP2A,SPHK1,SGMS2,PPAP2B,SPTLC2,COL4A3BP
Platelet activation signaling and aggregation (Reactome)	1.749	<0.001	0.131	KNG1,COL1A1,SERPING1,COL1A2,RAPGEF3,MGLL,SPARC,TGFB3,ADRA2A,FN1,BCAR1,PPBP,GNA15,SERPINF2,SR,TGFB2,F2R,PLG,PIK3R3,LCK,TIMP1,VEGFC,VCL,VEGFB,GNAI1,DAGLA,GP5,VWF,FGB,RHOA,RAPGEF4,LAT,P2RY1,THBS1,DGKE,VEGFA,RASGRP1

Keratan sulfate biosynthesis<br>(Reactome)	1.747	0.013	0.127	OGN,CHST1,ST3GAL2
Intrinsic pathway (Biocarta)	1.732	0.012	0.143	KNG1,SERPING1,COL4A2,COL4A1,F2R
A tetrasaccharide linker sequence<br>is required for gag synthesis<br>(Reactome)	1.717	0.003	0.160	DCN,SDC2,HSPG2,SDC1,GPC4,BCAN,BGN,B3GAT2,<br>B4GALT7,GPC1
CXCR4 pathway (Biocarta)	1.708	0.007	0.165	CXCL12,BCAR1,MAP2K1,GNAI1

The pathways in bold involve ECM interactions; NES: Normalized enrichment score

Table S4. Upstream Regulators in Nur77-KO vs WT BMM

Upstream regulator	Molecule type	*Activation Z-Score	**p-Value of Overlap
KRAS	enzyme	-2.575	1.49E-06
DICER1	enzyme	-2.538	1.81E-02
NR4A3	ligand-dependent nuclear receptor	-2.224	4.47E-02
NR4A1	ligand-dependent nuclear receptor	-2.216	2.67E-03
CIITA	transcription regulator	-2.190	1.30E-03
POMC	peptide hormone	-2.051	8.92E-03
AHR	ligand-dependent nuclear receptor	-2.013	8.04E-05
IRF1	transcription regulator	-2.013	2.35E-01
PAX5	transcription regulator	-2.000	2.00E-02
MYOG	transcription regulator	2.000	2.97E-03
IL17RA	transmembrane receptor	2.000	2.00E-02
F2RL1	g-protein coupled receptor	2.000	6.23E-02
EGFR	kinase	2.097	1.19E-09
RAC1	enzyme	2.120	1.49E-06
CTNNB1	transcription regulator	2.140	4.31E-09
TCF3	transcription regulator	2.158	2.28E-03
F2R	g-protein coupled receptor	2.176	1.62E-04
TFEB	transcription regulator	2.200	6.75E-03
SMARCA2	transcription regulator	2.213	1.21E-03
F2	peptidase	2.219	6.34E-03
SEMA7A	transmembrane receptor	2.236	1.63E-03
VGLL3	transcription regulator	2.236	6.88E-05
TP53	transcription regulator	2.341	8.74E-07
ATF4	transcription regulator	2.369	6.75E-02
HIF1A	transcription regulator	2.407	1.55E-07
EGR1	transcription regulator	2.609	1.44E-07
SMARCA4	transcription regulator	2.615	2.87E-05
FOSL1	transcription regulator	2.745	4.81E-04
PRDM1	transcription regulator	2.758	2.62E-01
NR1I2	ligand-dependent nuclear receptor	3.123	2.73E-02
ERBB3	kinase	3.167	1.95E-07

*The bias-corrected z-score is used to infer the activation states of upstream regulators. It is calculated from the proportions of genes that are differentially regulated in an expected direction based on the known interactions between the regulator and the genes present in the Ingenuity database. Those genes with a z-score greater than 2 or less than -2 are considered to be either activated or inhibited respectively.

**The p-value of overlap is the calculated statistical significance of overlap between genes from the dataset and genes that are known to be regulated by the upstream regulator using Fisher's Exact Test.

Table S5. Top 25 up- and downregulated genes in LPS-stimulated Nur77-KO vs WT BMM

Gene Symbol	Log2 Fold Change<br>(KO/WT)	p-value	Entrez Gene ID
Upregulated genes			
<i>M34473</i>	3.8122	0.00239	243469
<i>Npy</i>	3.7195	0.00972	109648
<i>abParts</i>	3.6913	0.00000	16019
<i>abParts</i>	3.3032	0.00401	16142
<i>Slc11a2</i>	2.5333	0.00000	18174
<i>Eif2s3y</i>	2.3580	0.05844	26908
<i>Mxd1</i>	1.9684	0.00163	17119
<i>Ciita</i>	1.9550	0.00353	12265
<i>BC018473</i>	1.9113	0.00175	193217
<i>Gfpt1</i>	1.7600	0.00008	14583
<i>Serpinh1</i>	1.7300	0.26895	12406
<i>Kctd17</i>	1.7261	0.00088	72844
<i>R3hcc1</i>	1.6868	0.00003	71843
<i>Serping1</i>	1.5740	0.15043	12258
<i>Chi3l4</i>	1.5691	0.00938	104183
<i>Clic5</i>	1.5597	0.00666	224796
<i>Cxcl12</i>	1.5385	0.13358	20315
<i>Fnip1</i>	1.5297	0.02440	216742
<i>P4ha2</i>	1.5282	0.09063	18452
<i>Rragd</i>	1.4409	0.00002	52187
<i>abParts</i>	1.4149	0.01144	16098
<i>St6galnac2</i>	1.4055	0.09316	20446
<i>Actg2</i>	1.3902	0.22570	11468
<i>St5</i>	1.3678	0.14188	76954
<i>Nup210</i>	1.3633	0.00088	54563
Downregulated genes			
<i>Prpf39</i>	-1.2123	0.01697	328110
<i>Il16</i>	-1.2125	0.02781	16170
<i>Paqr9</i>	-1.2398	0.01637	75552
<i>Lrch4</i>	-1.2447	0.02609	231798
<i>Sla</i>	-1.2568	0.05813	20491
<i>Siglece</i>	-1.2666	0.00123	83382
<i>Shisa3</i>	-1.2847	0.01924	330096
<i>Rtn1</i>	-1.2852	0.06569	104001
<i>Ankrd37</i>	-1.2955	0.02359	654824
<i>Fmo3</i>	-1.3048	0.00930	14262
<i>Creb3l4</i>	-1.3095	0.00275	78284
<i>St7</i>	-1.3286	0.04667	64213
<i>Mdm1</i>	-1.3384	0.00766	17245
<i>Gm14378</i>	-1.3524	0.01689	100044509
<i>Gramd1a</i>	-1.3585	0.00324	52857
<i>Fos</i>	-1.3700	0.00814	14281
<i>Uchl1</i>	-1.3708	0.04040	22223
<i>Pou6f1</i>	-1.4433	0.00068	19009
<i>Bco2</i>	-1.4619	0.00237	170752
<i>Il6ra</i>	-1.5065	0.00012	16194
<i>1190003J15Rik</i>	-1.5252	0.00421	76974
<i>Jhdm1d</i>	-1.5279	0.17590	338523
<i>Gdf3</i>	-1.5795	0.00002	14562
<i>Anxa4</i>	-1.6957	0.00003	11746
<i>Il19</i>	-1.8319	0.00134	329244

Table S6. Top 25 canonical pathways associated with differentially expressed genes in LPS-stimulated Nur77-KO vs WT BMM

IPA canonical pathway	p-value	Adjusted p-value	Ratio	z-score	Genes
Glucocorticoid Receptor Signaling	0.003	0.465	0.100	n.a	IFNG,CD3E,SGK1,IL10,HSPA1A/HSPA1B,PIK3R5,GTTF2F1,CCL11,NFATC1,MED14,TGFB2,FOS,TRAF2,POU2F1,POLR2A,NCOA2,DUSP1,SMARCA2,MAPK3,CREB1,HSP90AA1,NFATC2,PIK3R2,HLTF
Systemic Lupus Erythematosus Signaling	0.003	0.465	0.113	n.a	KNG1,CD3E,IL10,IL6R,PRPF39,PIK3R5FCGR2B,SART1,LSM2,NFATC1,CD28,FOS,LCK,MAPK3,CREM,NFATC2,PIK3R2
T Cell Receptor Signaling	0.005	0.465	0.128	n.a	FYN,FOS,CD28,LCK,CD3E,GRAP2,MAPK3,PIK3R5,NFATC2,PIK3R2,CD8BNFATC1
PKCθ Signaling in T Lymphocytes	0.006	0.465	0.120	-0.577	CD28,FOS,FYN,LCK,POU2F1,CD3E,HLA-DMA,GRAP2,MAPK3,PIK3R5,NFATC2,PIK3R2,NFATC1
CTLA4 Signaling in Cytotoxic T Lymphocytes	0.008	0.465	0.132	n.a	FYN,CD28,LCK,AP1G2,CD3E,GRAP2,CLTC,PIK3R5,PIK3R2,CD8B
Spermine and Spermidine Degradation I	0.009	0.465	0.667	n.a	SMOX,PAOX
Ascorbate Recycling (Cytosolic)	0.009	0.465	0.667	n.a	GSTO2,GLRX
L-serine Degradation	0.009	0.465	0.667	n.a	SRR,SDS
GDNF Family Ligand-Receptor Interactions	0.010	0.465	0.134	-1.667	FOS,DOK2,IRS1,MAPK3,CREB1,PIK3R5,IRS2,DOK3,PIK3R2
ILK Signaling	0.010	0.465	0.101	0.243	ITGB1,MYH10,FBLIM1,PIK3R5,VEGFB,CREB3L4,RICTOR,VEGFA,FOS,RHOT1,MAPK3,IRS1,CREB1,IRS2,ITGB4,PIK3R2,CTNBN1
Intrinsic Prothrombin Activation Pathway	0.014	0.557	0.185	n.a	KNG1,COL5A3,F9,KLK3,COL2A1
Role of BRCA1 in DNA Damage Response	0.020	0.682	0.127	1.000	IFNG,POU2F1,SMARCA2,RFC2,UIMC1RBL1,RFC5,HLTF
T Helper Cell Differentiation	0.020	0.682	0.127	n.a	TGFB2,IFNG,CD28,IL10,IL12RB1,HLA-DMA,IL6R,BCL6
AMPK Signaling	0.022	0.685	0.102	-1.265	ADRA2B,TSC1,GNAS,PIK3R5,SMARCA2,IRS1,FASN,IRS2,PIK3R2,INSR,HLTF,ADRA1A,PPAT
Prostate Cancer Signaling	0.029	0.776	0.112	n.a	CCNE1,KLK3,MAPK3,CREB1,PIK3R5,HSP90AA1,CREB3L4,PIK3R2,CTNBN1
CD28 Signaling in T Helper Cells	0.032	0.776	0.102	-1.667	FYN,FOS,CD28,LCK,CD3E,GRAP2,HLA-DMA,PIK3R5,NFATC2,PIK3R2,NFATC1
Vitamin-C Transport	0.037	0.776	0.214	n.a	GSTO2,GLRX,TXNRD2
GDP-glucose Biosynthesis	0.038	0.776	0.333	n.a	HK1,PGM1
Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis	0.039	0.776	0.085	n.a	ITGB1,IFNG,IL10,PIK3R5,MMP13,WNT6,TNFRSF11A,IL7,CSF1R,XIAP,NFATC1,FOS,TRAF2,MAPK3,NFATC2,PIK3R2,CTNBN1,SMAD1
RANK Signaling in Osteoclasts	0.041	0.776	0.106	n.a	FOS,TRAF2,MAPK3,PIK3R5,NFATC2,PIK3R2,TNFRSF11A,XIAP,NFATC1
Prolactin Signaling	0.041	0.776	0.111	-0.378	FYN,FOS,IRS1,MAPK3,PIK3R5,NML,PIK3R2,IRF1
iCOS-iCOSL Signaling in T Helper Cells	0.043	0.776	0.101	-1.414	GAB2,CD28,LCK,CD3E,GRAP2,HLA-DMA,PIK3R5,NFATC2,PIK3R2,NFATC1
Role of IL-17F in Allergic Inflammatory Airway Diseases	0.044	0.776	0.139	n.a	TRAF3IP2,MAPK3,CREB1,MMP13,CREB3L4
Regulation of IL-2 Expression in Activated and Anergic T Lymphocytes	0.050	0.776	0.107	n.a	TGFB2,FYN,FOS,CD28,CD3E,MAPK3,NFATC2,NFATC1
Glucose and Glucose-1-phosphate Degradation	0.051	0.776	0.286	n.a	HK1,PGM1

Genes that are upregulated in Nur77-deficient BMMs are shown in red and green indicates that the expression of the gene is reduced upon Nur77 deficiency.

Z-score: a positive z-score indicates an overall increase in the activity of the pathway while a negative z-score predicts a decreased activity of that specific pathway when Nur77 is absent.

n.a., not applicable, meaning that it cannot be predicted based on the available literature whether the pathway is up- or downregulated.

# Supplementary material for: Nur77-deficiency in bone marrow-derived macrophages modulates inflammatory responses, extracellular matrix homeostasis, phagocytosis and tolerance
**Source:** BMC Genomics. 2016 Mar 1;17:162. doi: 10.1186/s12864-016-2469-9
**Supplement:** Additional file 2: Figure S1. — Verification of the microarray results by qRT-PCR. mRNA expression of top differentially expressed genes, as determined by microarray analysis, cFos, S100A9, NPY and Serping1 in WT and Nur77-KO BMM was determined by qRT-PCR before (left panel) and after (right panel) treatment with 100 ng/ml LPS. Data are expressed as mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001, ns = not significant.

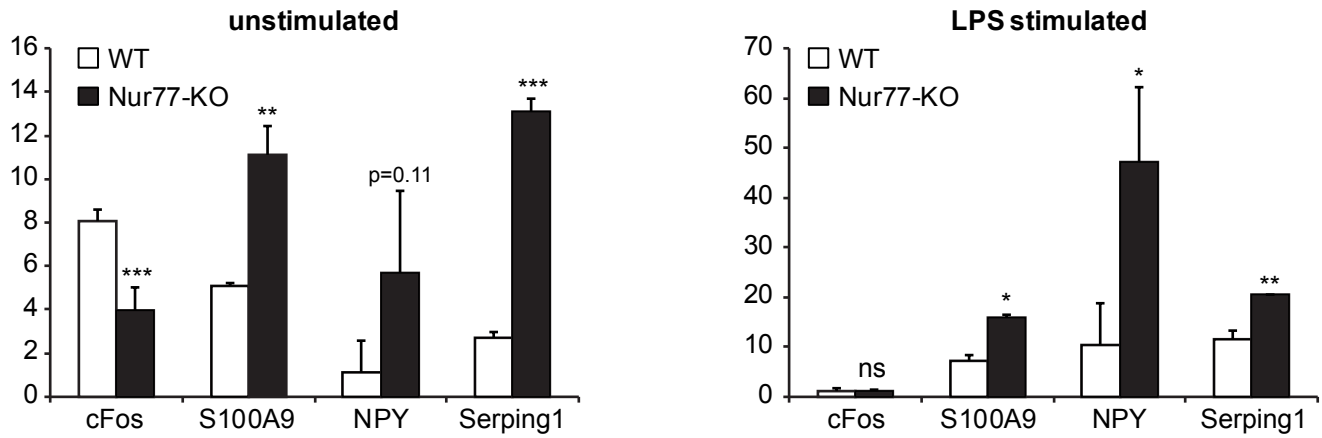

Figure S1. Verification of the microarray results by qRT-PCR.

mRNA expression of top differentially expressed genes, as determined by microarray analysis, cFos, S100A9, NPY and Serping1 in WT and Nur77-KO BMM was determined by qRT-PCR before (left panel) and after (right panel) treatment with 100 ng/ml LPS. Data are expressed as mean $\pm$ S.D. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, ns=not significant.

How the deposited data were processed for this re-analysis (not part of the article)

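The analysis covers 18 arrays: WT and Nur77-KO BMM without stimulation, with LPS and with IL-4, 3 arrays per group, on 6 slides. Conditions were taken from the deposited sample labels alone. It is not known whether replicate numbers pair the arrays: with group means removed, arrays of different groups correlated across genes at a mean r of 0.058 with the same number (-0.318 to 0.523) and -0.020 with another, and 11 of 18 arrays correlated best with one of their own number. The groups were therefore compared without pairs, and a replicate block is one of the alternatives. The authors' deposited tables hold a summarized bead intensity and a detection p-value (between 0 and 1) per probe and array, exported from GenomeStudio 2011.1, and a table of normalized log2 intensity, which the authors made with limma 3.10.2 in R 2.14.0 by background correction, quantile normalization and log2 transformation.

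Values were computed in R 4.3.3 with limma 3.58.1. The function neqc was applied to the intensities with the detection p-values standing in for control probes and an offset of 16, followed by quantile normalization and log2 transformation. The median log2 value per array was then 4.92, as in the authors' values. The largest difference from the authors' values was 0.06. Of 45281 probes, 34885 carry 1 gene symbol, 18 carry several and 10378 are not listed in the probe table; only probes with 1 symbol were used. Probes with a detection p-value under 0.05 on at least 1 array were kept, and the probe with the highest mean stood for its gene. Of the tested genes, 4596 had 2 or more detected probes, and 12393 were placed on a chromosome of the GRCm38.p6 assembly.

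A mean per group was fitted over all arrays with 12 residual degrees of freedom and empirical Bayes moderation (prior degrees of freedom 3.64). The comparisons were Nur77-KO against WT in each state, each stimulus against no stimulation in each genotype, and the difference of the genotype effects between states. The unstimulated arrays are not time-matched to the stimulated ones, so a response includes any change over the time in culture. P-values were adjusted by the method of Benjamini and Hochberg within each comparison, two-sided, and the thresholds of the paper (unadjusted p under 0.05, fold change of at least 1.4) were applied as well. The 33 gene lists, written from general knowledge before the data were examined, were tested with limma camera at a preset correlation between genes of 0.01 and, as a stricter form, with the correlation estimated from the arrays. Some lists hold genes of Table S1, such as Ciita, H2-Ab1, Itga11, Ccn5, Dcn and Ltf, and some follow regulators that the paper names. Tests of those lists are therefore not independent of the paper's results on these same arrays. Sets that the paper's tables give were tested in the same way. A gene that is not detected on any array of a group has its fold change bounded with the mean, over the group's arrays, of the lowest value at which any probe was detected (5.30 to 6.05 per array).

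Genes are named in the text by a rule: per comparison of genotypes or stimuli, the 10 largest positive and 10 largest negative called genes whose arrays do not overlap between the groups (the 5 largest each way for a difference of effects), every gene that the paper's text names as an array result, and up to 4 called members of each list. The values in Tables S1 and S5 had been seen when the rule was written. Members of lists and sets that were not called, among them those named beside the disease sets, were picked as examples after their values were seen.

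Detected probes per array numbered 13195 to 15762 in unstimulated WT BMM, 15098 to 16283 in unstimulated Nur77-KO BMM, 11829 to 13918 and 13388 to 14132 with LPS, and 13580 to 15695 and 13883 to 15369 with IL-4 (WT and Nur77-KO in each case), and the median intensity per array was 124 to 198. In a test on simulated data, genes shifted by 0.5, 1 and 2 on the log2 scale were called in 10.4%, 53.7% and 100% of cases without stimulation, in 5.97%, 52.2% and 97.0% with LPS and in 5.97%, 59.7% and 81.8% with IL-4, and 4, 10 and 5 of 12217 unshifted genes were called. The simulated noise of each gene was independent between arrays and equal in all groups, with no arrays that stand apart. Real power can therefore be lower: in unstimulated cells Npy (5.59), S100a9 (2.94) and Col1a1 (2.60) had log2 fold changes above 2 and were not called.

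The alternatives were no background correction, an offset of 50, median or cyclic loess normalization, the authors' deposited values, no filter, detection on at least 3 arrays, the mean of a gene's probes, each probe by itself, a fit of only the groups compared, slide as a fixed or random block, the replicate number as a block, a trended and robust variance prior, the Y-linked genes as a covariate, and each array left out in turn. A fit without 4 arrays was added after the values were seen. The qPCR, protein, zymography, reporter and phagocytosis measurements are not analysed here, and neither is Col12a1, which the probe table does not name.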

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

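The tests of the matrix and stromal genes, and the slide, label and signal tests of the arrays that stand apart and the limit of the probe test to detected probes, were chosen only after these results were seen.

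The IL-4 arrays are reported here because the paper does not analyse them. With IL-4 4 genes were called between the genotypes, against 0 in a fit of the IL-4 arrays alone, with slide as a fixed block and under median normalization, and 24 without Nur77-KO IL-4 replicate 1: Gdf3, the TGF-β family ligand, was lower in Nur77-KO BMM (log2 fold change -1.67, adjusted p = 0.00296), and Gfpt1 of hexosamine synthesis (2.07, adjusted p = 0.00397), Tmem181a (1.13, adjusted p = 0.00397) and Prickle2, a planar polarity gene that was not detected in WT BMM (0.93, at least 1.75-fold, adjusted p = 0.0436), were higher. Against the unstimulated arrays, which are not time-matched, the IL-4 arrays differed in 839 genes in WT and 693 in Nur77-KO BMM. Under median normalization the counts were 70 and 102. A fit of only the groups compared gave 370 in WT, and slide as a fixed block gave 392 in Nur77-KO BMM. With 1 array left out they were 537 to 817 and 389 to 587, lowest without WT unstimulated replicate 1 and Nur77-KO unstimulated replicate 1. The effect of genotype differed between stimulated and unstimulated cells for Cx3cr1, by 2.36 with LPS and 2.49 with IL-4 (neither called under median normalization or cyclic loess), and for Irs1, the insulin receptor adaptor, by 1.46 with LPS (called in 7 of 28 settings); Irs1 was at 6.38 ± 0.13 (mean ± SD) in Nur77-KO BMM with LPS and not detected in WT BMM, at least 1.50-fold higher, so 1.46 rests on a group without signal.

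Matrix and stromal genes had a median log2 fold change of 0.69 over 73 genes in unstimulated Nur77-KO BMM, with 0 of them called and with the lists past the test at a preset correlation but not with an estimated one (adjusted p = 0.314 for each of 3 lists). Slides argue against an array batch as the whole cause: within the slides that hold both genotypes the medians were 0.57 and 0.82, against at most 0.17 between unstimulated arrays of one genotype, although a slide block, the form of the test that was chosen first, left 0.24, a share of 0.340. Stromal cells carried over in the cultures are a candidate explanation, since stromal markers and collagens went together at r = 0.993 across all 18 arrays with group means removed, at 0.984 without Col1a1, Col1a2 and Col3a1, and at 0.688 without the arrays discussed next; the brightest stromal products reached 10.50 (Dcn) and 10.45 (Sparc) in Nur77-KO BMM, and the paper describes no sort that would remove such cells. The sex of the mice is another, as the median became -0.44 with the Y-linked genes as a covariate, but Y-linked and stromal deviations were nearly the same measure over the 9 Nur77-KO arrays (r = 0.994) and not over the 9 WT arrays (r = 0.249), so the covariate removes any difference between those arrays along with sex; Xist stayed at 9.54 to 9.89 beside Eif2s3y on the unstimulated Nur77-KO arrays, which male cells alone would not give. An effect of Nur77 on matrix genes inside macrophages, which the paper proposes, stays open beside both.

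Nur77-KO LPS replicate 1, Nur77-KO IL-4 replicate 1, WT LPS replicate 3 and WT IL-4 replicate 1 stand apart from the other arrays of their groups, with low stromal and collagen genes. A shared slide as the whole cause is argued against by low correlations with the remaining arrays of other groups on the same slides (8 pairs, mean r -0.0927, -0.378 to 0.132). Removal of the group means pushes some of these values down. The unstimulated arrays on those slides, which are free of this, gave -0.042 to 0.132. The 4 arrays correlated with each other at 0.266 to 0.523. Of them only WT IL-4 replicate 1 and Nur77-KO LPS replicate 1 share a slide (r = 0.378), a pair not among the 8. A wrong genotype label of the 2 Nur77-KO arrays is argued against by genes that tell the genotypes apart: in 16 of 19 comparisons (a share of 0.842) the array lay beyond the WT arrays on the Nur77-KO side, while an earlier form of the test over all 26 comparisons gave 15 (a share of 0.577) and was restricted after it was seen. Low signal as the whole cause is argued against for the 2 Nur77-KO arrays by neutrophil markers above both others of the group. The excess was at least 0.69 in quantile-normalized and 0.45 in median-normalized values. For the 2 WT arrays low signal stays open. These excesses were 0.48 and -0.083 on WT LPS replicate 3. On WT IL-4 replicate 1 they were 0.95 and 0.22, where the others of its group differed by 0.022 and 0.21. Both WT arrays had the lowest median intensity of their groups (124 and 131), and 4 of the 4 had fewer detected probes than both others. On Nur77-KO LPS replicate 1 and Nur77-KO IL-4 replicate 1 Eif2s3y was at 4.53 and 4.59, against 8.91 to 9.68 on the other Nur77-KO arrays. Xist was at 10.87 and 11.42 there, against 8.93 to 9.89. By these genes the 2 arrays resemble the WT arrays and lack the Y-linked signal of the other Nur77-KO arrays. The sex of the cells thus differed within the Nur77-KO groups. Whether this gave rise to the other differences of these 2 arrays was not tested. On WT IL-4 replicate 1 and WT LPS replicate 3 Eif2s3y was at 4.50 and 4.68, within the 4.45 to 4.76 of all WT arrays. Xist stayed high on both (11.44 and 10.45), so these genes give no sign of another sex on the 2 WT arrays.

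Genes that differ between the genotypes were more frequent on chromosome 6 in 2 of 6 comparisons: 38 of 632 tested genes there passed the paper's thresholds in unstimulated cells (odds ratio 1.80, Fisher's exact test, adjusted p = 0.0383), and 3 of the 4 genes called with IL-4 lie there (adjusted p = 0.0107 by the same exact test). The others did not pass: 2 of 13 called in unstimulated cells (adjusted p = 0.883), 3 of 24 called with LPS (adjusted p = 0.815), and 49 with LPS (adjusted p = 1.00) and 29 with IL-4 (adjusted p = 0.295) at the thresholds. A linked stretch of another strain's DNA could carry such genes, but the median distance between the 17 genes that passed in at least 2 states was 0.855 of that of random tested genes of the chromosome (permutation p = 0.13), which decides nothing. A strain variant under a probe could act in the same way. Of 8 genes with a second probe detected on all 3 arrays of an unstimulated group, 0 had under 0.5 of the change on it. For Lrrk2 (0.15) and Gpr162 (0.28) the unstimulated log2 fold change on the probe used was small, so their ratio tests nothing. Gpr84 and Grasp kept 0.59 and 0.51 of the change, close to the bound, which decides little. Mgll, Klra3, Igf2bp3 and Clec4b1 kept 0.82 to 1.24 of it, which argues against a variant for these genes. It stays open for 4 others, Gfpt1 among them, whose other probes are too dim. The same holds for genes with 1 tested probe, such as Gdf3, Npy, Prickle2 and Pou6f1. Before the limit to detected probes 5 of 12 counted, each on such a dim probe. Genes whose brightest probe did not pass could not enter either count, whatever their other probes showed. Among the genes of Table S1, Anxa4 was at 0.17 on its brightest probe and at -2.02 on another in unstimulated cells. Near Nr4a1 itself, within 20 Mb, 9 of 213 genes passed in unstimulated cells (exact p = 0.573), 17 with LPS (odds ratio 1.31, p = 0.315) and 13 with IL-4 (odds ratio 1.98, p = 0.0283, not adjusted for the 3 states). A linked stretch, and a variant under the probes of all genes but Mgll, Klra3, Igf2bp3 and Clec4b1, cannot be told apart from an effect of Nur77. The paper gives a C57BL/6 background and no breeding history.

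Other splits of the same arrays were fitted for each count. The 10 splits of 3 against 3 arrays are too few for a share under 0.05, with these real values and highest other splits: in unstimulated cells 13 called genes against 0, 441 at the paper's thresholds against 232, and medians of -0.81 against -0.39 for MHC class II, 0.29 against 0.29 for collagens and 0.93 against -0.41 for other matrix genes, so that 1 split reached each value. With LPS 24 called genes stood against 3 (1 split) and 777 at the paper's thresholds against 1113 (4 splits). With IL-4 4 called genes stood against 5 (2 splits) and 401 at the paper's thresholds against 1528 (6 splits), the last from the split that puts WT IL-4 replicates 1 and 2 with Nur77-KO IL-4 replicate 1, which points to a structure of the samples. The responses gave 4954 against 1 and 4703 against 0 for LPS and 839 against 1 and 693 against 0 for IL-4, with 1 split each. For the differences of effects 5 of 100 splits gave at least 2 genes for LPS (highest other 9) and 15 of 100 at least 1 for IL-4 (highest other 78), so chance is not excluded for these counts.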

How the results depend on the processing

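The fit without 4 arrays, and the choice of the 5 lists treated as leading results (collagens, MMPs, TIMPs, other matrix genes and MHC class II in unstimulated cells), were made only after the values were seen. All values below are counts of genes or median log2 fold changes of lists for Nur77-KO against WT BMM, unless a response or a difference of effects is named. Median normalization moved the median of all genes by 0.47 in unstimulated cells, 0.06 with LPS and 0.22 with IL-4, so that 97.6% of the genes past the paper's thresholds in unstimulated cells were higher, against 62.6%; every direction of a family near 0 is therefore relative to the scaling. Of the 13 genes called in unstimulated cells, Cx3cr1 was called in all 22 settings, Gdf3 (all but median normalization) and Adam23 (all but the Y covariate) in 21, and Gfpt1 and Tmem181a in 20, while Gja1, Hyal1, Cd74, Tfrc, Avpr1a and Cygb were called in 10 to 14.

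Without background correction 35 genes were called in unstimulated cells, 167, 160 and 73 passed the paper's thresholds (unstimulated, LPS, IL-4), MMPs were at 0.053 and TIMPs at 0.70 (both past the test), tolerance genes at -0.012 and 1 gene differed in its LPS effect. With an offset of 50 these were 23 called, 405 (LPS) and 184 (IL-4) at the thresholds, TIMPs 0.71, tolerance genes -0.012 and 1. Under median normalization 874, 156 and 200 passed the thresholds, and 1 gene was called with LPS (not among the 24) and 0 with IL-4. Collagens were at 0.46 (no longer past the test), NF-κB targets and cytokines at 0.27, interferon genes at 0.24 and macrophage markers at 0.33 (all reversed). The LPS response in WT had 1995 genes, P4ha1 (-0.20) and Srebf2 (-0.16) reversed in the LPS response of Nur77-KO, the IL-4 responses had 70 (WT) and 102 (Nur77-KO) genes, and 0 genes differed in their LPS or IL-4 effect (265 and 83 at the thresholds). Cyclic loess called 35 genes in unstimulated cells and 4 with LPS, put NF-κB targets and cytokines at -0.12 with IL-4 (reversed) and called 1 gene, lower, for a different LPS effect and 1, lower, for a different IL-4 effect, neither of them Cx3cr1 or Irs1.

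Without a filter TIMPs were at 0.71 (past the test) and Ppbp reversed to 0.22 in the LPS response of Nur77-KO; with detection on at least 3 arrays TIMPs were at 0.96. The mean of a gene's probes called 23 genes in unstimulated cells. Each probe by itself gave 56, 47 and 18 called, 876, 1534 and 842 at the thresholds (unstimulated, LPS, IL-4), TIMPs 0.47, NF-κB targets and cytokines -0.018 with IL-4 (reversed), LPS responses of 8133 (WT) and 7617 (Nur77-KO) probes, and 1 probe with a different LPS effect. A fit of only the groups compared called 271 genes in unstimulated cells and 0 with LPS and with IL-4, with 747, 574 and 297 at the thresholds, MMPs 0.16 and TIMPs 0.71 (both past the test) and 370 genes in the IL-4 response of WT. Slide as a fixed block gave 7, 0 and 0 called (1152 and 479 at the thresholds with LPS and IL-4), collagens 0.18 (not past the test), contractile genes -0.027 with IL-4 (reversed), 392 genes in the IL-4 response of Nur77-KO and 0 with a different LPS effect. Slide as a random block gave TIMPs 0.59, tolerance genes -0.0077 and 1 gene with a different LPS effect. The replicate block and the trended, robust prior each gave TIMPs 0.71 (past the test) and 1 such gene.

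With the Y-linked genes as a covariate 8, 13 and 9 genes were called, and 1150 (unstimulated) and 1049 (IL-4) passed the thresholds. In unstimulated cells the lists then stood at -0.25 (collagens), -0.10 (MMPs), -0.38 (TIMPs), -0.79 (other matrix), -1.20 (contractile), 0.64 (interferon), -0.37 (ATF4), -0.21 (cholesterol), 0.25 (macrophage) and -0.49 (stromal). With LPS they were -0.31 (collagens), -0.58 (other matrix), -0.51 (cell cycle) and -0.47 (stromal), and with IL-4 -0.44 (collagens), -0.59 (other matrix), -0.94 (contractile), -0.40 (NF-κB), 0.21 (interferon), -0.21 (ATF4), -0.61 (cell cycle), -0.36 (cholesterol), -0.37 (stromal) and -0.085 (Y-linked). Npy in the LPS response of Nur77-KO was 1.10. These directions are reversed, and the covariate nearly equals the stromal signal on the Nur77-KO arrays.

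Without the 4 arrays, a choice made after the values were seen that lowers the spread by construction, 471, 665 and 314 genes were called and 803, 1527 and 884 passed the thresholds, MMPs were at 0.16 and TIMPs at 0.71, immediate early genes at -0.11 with IL-4, Timp1 at 0.62 in the LPS response of WT, and Npy, Timp1 and Timp3 at 0.37, 0.69 and 0.92 in that of Nur77-KO (reversed). The IL-4 responses were then 2013 (WT) and 1537 (Nur77-KO), and 82 (LPS) and 4 (IL-4) genes differed in their effect. Gene-wise tests of the 3 against 3 arrays without moderation gave 1502, 772 and 424 genes at an unadjusted p under 0.05, with 321 (LPS) and 169 (IL-4) at the fold limit too, and after adjustment 90, 0 and 0, with 78, 0 and 0 at the fold limit. With the correlation estimated, collagens (0.29) and other matrix genes (0.93) were no longer past the test (adjusted p = 0.314 for both).

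Leaving out 1 array at a time gave 5 to 9 called genes in unstimulated cells, 9 to 156 with LPS (156 without Nur77-KO LPS replicate 1) and 3 to 24 with IL-4 (24 without Nur77-KO IL-4 replicate 1). At the thresholds the ranges were 321 to 701, 638 to 1205 and 433 to 784. Collagens were at 0.23 to 0.35, and no longer past the test without WT unstimulated replicate 3 (camera, adjusted p = 0.0760). TIMPs were at 0.70 to 0.73 and tolerance genes at -0.068 to 0.11 (the latter past the test and reversed without WT unstimulated replicate 2 and without Nur77-KO unstimulated replicate 3). With IL-4 interferon genes were at -0.58 to 0.17 and cell cycle genes at -0.59 to 0.57 (both reversed without WT IL-4 replicate 1), and NF-κB targets at -0.10 to 0.014 (reversed past the test, at -0.069, without WT IL-4 replicate 3). The IL-4 responses had 537 to 817 (WT) and 389 to 587 (Nur77-KO) genes, and 0 to 12 (LPS) and 0 to 2 (IL-4) genes differed in their effect. In these fits the remaining arrays of the group are taken to vary like the other groups. Over the other settings, 5907 values of named genes kept direction and test result, 441 lost the call, 80 gained it, 97 moved without a test and 8 reversed; for lists these were 1302, 40, 88, 113 and 32.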

Differences from the paper's values

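The look at other probes of a gene and the fit without 4 arrays were chosen only after the values were seen; the 21 alternatives counted here were set before the data were examined. The paper's Table S1 gives log2 fold changes of Nur77-KO against WT BMM without stimulation and Table S5 with LPS. Across genes the values here correlated with the paper's at r = 0.972 (Table S1, 45 of 50 genes tested) and r = 0.922 (Table S5, 44 of 50), and genes are not independent replicates. In each table 7 values differed by more than the replicate spread. For all of these genes but Kng2 and Rmc1, another detected probe lay within the spread of the paper's value. The alternative of each probe by itself was compared by the brightest probe, so it could not change a value.

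For Table S1, 4 values differed here and under all 21 alternatives: Kng2 (paper 2.2874, here 0.23, from its only detected probe; Kng1, a gene that this line of the table does not name, was at 2.35), Rmc1 (paper -1.1687, here 0.026, from its only detected probe), Fcrls (paper -1.0933, here -0.59; another probe gave -1.11) and Anxa4 (paper -1.9455, here 0.17; another probe gave -2.02). Bicc1 (paper 1.9430, here 1.38; another probe gave 1.81) came within the spread under median normalization and without WT unstimulated replicate 1, and under none of the 19 other alternatives. H2-Ab1 (paper -1.3297, here -1.07; another probe gave -1.30) did so with the mean of its probes, with slide as a fixed block, without WT unstimulated replicate 1 and without Nur77-KO unstimulated replicate 1, and not otherwise. Clec4b1 (paper -1.5515, here -1.25; another probe gave -1.55) did so only without Nur77-KO unstimulated replicate 2.

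For Table S5, 5 values differed here and under all 21 alternatives: Slc11a2 (paper 2.5333, here 0.39; another probe gave 2.53), Fnip1 (paper 1.5297, here 0.32; another probe gave 1.17), St6galnac2 (paper 1.4055, here -0.020; another probe gave 1.59), Kdm7a (paper -1.5279, here -0.0061; another probe gave -1.71) and Anxa4 (paper -1.6957, here 0.39; another probe gave -1.73). Sla (paper -1.2568, here -0.50; another probe gave -1.27) came within the spread with the mean of its probes and without Nur77-KO LPS replicate 1. Gramd1a (paper -1.3585, here -0.44; another probe gave -1.17) did so with the mean of its probes, with slide as a fixed block, without WT LPS replicate 1 and without Nur77-KO LPS replicate 1. None of the other alternatives brought these 2 within the spread.

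At the paper's thresholds 441 genes passed here, against 324 in the paper, with 62.6% higher, against 64% in the paper; the paper itself lists a p above 0.05 for 7 genes of Table S1 and 11 of Table S5. The paper reports lower Mmp7; here it was not detected in Nur77-KO BMM, was at -0.57 and passed those thresholds only with slide as a fixed block, without WT unstimulated replicate 1 and without WT unstimulated replicate 3. Mmp2, for which the paper gives a trend with a p above 0.05, was 2.38-fold higher here, did not pass either, and passed in 6 of 21 settings: without background correction, with an offset of 50, under median normalization, under cyclic loess, in a fit of only the groups compared and with the replicate block. Timp2, also a trend in the paper with a p above 0.05, was 1.38-fold higher here. Its unadjusted p was 0.0156 (limma), so it missed the thresholds by the fold limit alone. It passed under median normalization, with slide as a fixed block, without WT unstimulated replicate 3 and without Nur77-KO unstimulated replicate 2. Col6a2, which the paper gives as higher, was not detected in WT BMM, was at least 1.34-fold higher and passed in 6 of 21 settings: under median normalization, under cyclic loess, with the mean of its probes, in a fit of only the groups compared, with the replicate block and with the trended, robust prior. Timp1 and Col6a1, which the paper also gives as higher, passed in the fit of only the groups compared, and with the Y-linked genes as a covariate they passed in the opposite direction (-2.87 and -2.72). That covariate nearly equals the stromal signal on the Nur77-KO arrays. In the rest of the 21 settings these genes did not pass. Without the 4 stimulated arrays that stand apart, a setting chosen after the values were seen, Mmp2, Col6a2, Timp1 and Col6a1 passed and Mmp7 and Timp2 did not; it brought 0 of the differing values within the spread and moved 5 more of Table S5 outside it (Gfpt1, Rragd, Nup210, Mdm1 and Urah), and of the genes past the thresholds here it dropped 0 of 36 in Table S1 and 1 of 31 in Table S5. The direction found here was that of the paper for Mmp2, Timp2, Col6a2, Timp1 and Col6a1, and Col1a1 (6.06-fold), Timp3 (3.88-fold), Mmp23 (2.47-fold), Mmp9 (1.56-fold) and Mmp14 (1.44-fold) passed the thresholds, although the paper gives Mmp9 and Mmp14 as trends with a p above 0.05. In either direction Col1a1 passed in 20 of 21 settings, Timp3 in 18, Mmp23 in 16, Mmp14 in 14 and Mmp9 in 12. With 1 array left out Mmp14 never passed, and Mmp9 passed only without WT unstimulated replicate 1.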

Other observations

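The list tests on responses and on differences of effects, and the counts of genes shared between states, were chosen only after the first results were seen.

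Genes of the IL-4 program were higher with IL-4 in both genotypes than on the unstimulated arrays, which are not time-matched. Arg1, which encodes arginase 1, went from not detected to 12.88 ± 1.19 in WT BMM (mean ± SD, n = 3 arrays), at least 167-fold higher, and at least 170-fold in Nur77-KO BMM. Cish, an inhibitor of cytokine signaling, rose by log2 fold changes of 5.30 in WT and 4.94 in Nur77-KO BMM, and Retnla, a secreted resistin-like protein, by 6.31 in WT BMM and from not detected, at least 25.1-fold, in Nur77-KO BMM. Mrc1, the mannose receptor (1.85 and 1.83), Egr2, a transcription factor (2.93 and 3.16), and Cd40 (3.10 and 3.35) also rose in both. Of 21 genes of the IL-4 program 17 were called higher in WT and 16 in Nur77-KO BMM (medians 3.23 and 2.88; limma camera, adjusted p = 1.1e-05 and adjusted p = 1.3e-05 with an estimated correlation), and the difference between the genotypes had a median of -0.21 (adjusted p = 0.532). Across genes, which are not independent replicates, the responses of the 2 genotypes correlated at r = 0.817, with 531 genes called in the same direction in both and 0 in opposite directions. In unstimulated cells the same list stood at 0.12 (adjusted p = 0.314 with an estimated correlation), and at -0.02 under cyclic loess.

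The difference between the genotypes in the LPS response of MHC class II genes passed a list test at a preset correlation and not with an estimated one. Ciita, their transcriptional activator, fell in WT BMM (log2 fold change -1.81, adjusted p = 0.0114) and rose 3.30-fold in Nur77-KO BMM (1.72, adjusted p = 0.0160), but the difference between the responses (3.53, SE 0.75) did not pass by itself (adjusted p = 0.314). H2-Eb1 fell in WT BMM (-0.63, adjusted p = 0.0102), and Cd74 (0.56, adjusted p = 0.0155) and H2-Ab1 (0.66, adjusted p = 0.0188) rose in Nur77-KO BMM. The difference of the responses had a median of 0.85 over 10 genes, with 9 above 0 and 5 higher when adjusted over the list alone (camera, adjusted p = 8.9e-08 at a preset correlation and adjusted p = 0.155 with an estimated correlation). After LPS the genotypes were level for this list (-0.07, adjusted p = 0.967), and with IL-4 it was again lower in Nur77-KO BMM (-0.65, adjusted p = 2.0e-07 at a preset correlation and adjusted p = 0.0893 with an estimated correlation).

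Lysosome genes under TFEB control were higher in Nur77-KO BMM with LPS (median 0.22, 19 of 22 above 0, adjusted p = 0.00938 with an estimated correlation), led by Rragd and by Ctsl, which encodes cathepsin L (not detected in WT BMM with LPS, at least 1.96-fold, adjusted p = 0.168). In WT BMM LPS raised 22 of 24 NF-κB targets and cytokines (median 4.18) and 23 of 24 interferon genes (median 6.04) and lowered 17 of 21 cell cycle genes (median -2.10; adjusted p = 0.702 with an estimated correlation), among them Cdc20, an activator of the anaphase-promoting complex (-3.89, adjusted p = 0.000495). Mmp13, which encodes collagenase 3, rose 33.4-fold in WT and 15.0-fold in Nur77-KO BMM, and Timp2 fell in both (-2.02 and -1.83).

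Genes past the paper's thresholds in the same direction in unstimulated and in LPS-stimulated cells numbered 80, against 13.7 for independent lists, a ratio of 5.83, and 11 were opposite. For unstimulated and IL-4-stimulated cells there were 99 against 7.32, and 30 genes passed in all 3 states, 22 higher and 8 lower, among them Gdf3, Gfpt1, Npy and Pou6f1. A difference between the cultures that is present before the stimulus is consistent with that ratio; whether it comes from Nur77, from the cells in the cultures or from the mice was not tested by it.

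Markers of other blood and vessel cells gave no shift in unstimulated cells that passed camera: B cells (-0.00; 0.28 under median normalization), T and NK cells (0.05), dendritic cells (0.04; -0.02 under cyclic loess), erythroid cells (-0.08; 0.07 under median normalization), megakaryocytes (0.09), mast cells and basophils (0.26; -0.00 under cyclic loess), osteoclasts (0.03; -0.00 without background correction) and endothelial cells (0.05), with adjusted p from 0.156 to 0.765. Many of these markers were dim. Detected on every unstimulated WT array were 2 of 8 B cell, 2 of 8 T and NK cell, 3 of 10 dendritic and 0 of 7 mast cell and basophil markers. Table S1 of the paper lists antibody transcripts (abParts, Ighg and Igh-A) as higher in Nur77-KO BMM. They were not among the genes tested here, so B-lineage cells are not excluded by the value of that list. The Y-linked genes had a median of 0.93 (adjusted p = 0.00117 at a preset correlation and adjusted p = 0.270 with an estimated correlation).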
